# Organogenetic transcriptomes of the *Drosophila* embryo at single cell resolution

**DOI:** 10.1242/dev.202097

**Published:** 2024-01-19

**Authors:** Da Peng, Dorian Jackson, Bianca Palicha, Eric Kernfeld, Nathaniel Laughner, Ashleigh Shoemaker, Susan E. Celniker, Rajprasad Loganathan, Patrick Cahan, Deborah J. Andrew

**Keywords:** Germ cells, Organogenesis, Plasmatocytes, Proteolysis, Salivary gland, Single cell RNA sequencing (scRNA-seq), Trachea, Matrisome

## Abstract

To gain insight into the transcription programs activated during the formation of *Drosophila* larval structures, we carried out single cell RNA sequencing during two periods of *Drosophila* embryogenesis: stages 10-12, when most organs are first specified and initiate morphological and physiological specialization; and stages 13-16, when organs achieve their final mature architectures and begin to function. Our data confirm previous findings with regards to functional specialization of some organs – the salivary gland and trachea – and clarify the embryonic functions of another – the plasmatocytes. We also identify two early developmental trajectories in germ cells and uncover a potential role for proteolysis during germline stem cell specialization. We identify the likely cell type of origin for key components of the *Drosophila* matrisome and several commonly used *Drosophila* embryonic cell culture lines. Finally, we compare our findings with other recent related studies and with other modalities for identifying tissue-specific gene expression patterns. These data provide a useful community resource for identifying many new players in tissue-specific morphogenesis and functional specialization of developing organs.

## INTRODUCTION

Organogenesis transforms the genetically and morphologically homogeneous early embryonic cell population into heterogeneous entities, i.e. organs, during development. The crucial cellular transformations required for organogenesis occur primarily via multipotency, gastrulation, specification, diversification, morphogenesis and terminal differentiation (Edlund, 2002; Pispa and Thesleff, 2003; Si-Tayeb et al., 2010; Sivakumar and Kurpios, 2018; Thesleff et al., 1995; Zorn and Wells, 2009). Cells, both individually and collectively, act in concert with the extracellular matrix (ECM) to self-assemble organs and organ systems (Devine et al., 2005; Loganathan et al., 2016c; Serna-Morales et al., 2023; Walma and Yamada, 2020). Shaped by gene regulatory networks and signaling events, transcriptomes drive the transformation of cells into organs (Bhattaram et al., 2010; Castelli-Gair Hombria et al., 2016; Dassaye et al., 2016; Huilgol et al., 2019; Selleri et al., 2019).

An understanding of the molecular underpinnings of organogenesis has gradually emerged over the past 50 years (Castelli-Gair Hombria and Bovolenta, 2016). Historically, discoveries were mutation driven. Naturally occurring mutations and genetic screens for zygotic and maternal-effect mutations that disrupt normal development revealed genes that contribute to global embryonic patterning, morphogenetic processes and organ development (Amsterdam et al., 1999; Boulin and Bessereau, 2007; De Stasio and Dorman, 2001; Hrabe de Angelis et al., 2000; Johnsen and Baillie, 1988; Jurgens et al., 1984; Luschnig et al., 2004; Mitchell et al., 2001; Mullins et al., 1994; Nolan et al., 2000; Nüsslein-Volhard and Wieschaus, 1980; Nüsslein-Volhard et al., 1984; Skarnes et al., 1995; Soewarto et al., 2000; Wansleeben et al., 2011; Wieschaus et al., 1984). These genes were eventually cloned and characterized to reveal information about the corresponding proteins or regulatory RNAs, and about when and where the molecules were expressed and localized (Wieschaus and Nüsslein-Volhard, 2016). Collectively, mutation-driven studies have revealed that developmental genes are not only conserved across animalia (or even more broadly) (Heffer and Pick, 2013) (https://www.sdbonline.org/sites/FLY/aimain/aadevinx.htm) but are also deployed multiple times during development (Calcott, 2014; Monteiro, 2012; Verd et al., 2019). Nonetheless, mutations in some organogenesis-related genes are difficult to detect: mutations in functionally redundant genes, mutations in genes with subtle phenotypes and mutations in genes whose contributions to organogenesis varies temporally (Calcott, 2014; Kafri et al., 2006; Wagner, 1996). Therefore, it is likely that many components of organogenesis remain undiscovered.

Complementing forward genetic approaches, genome-wide approaches, such as microarrays and next-generation sequencing, have been widely used to characterize gene expression patterns across tissues and developmental stages. Consortia have arisen whose goal is the functional annotation of genomic elements across different model organisms and a determination of which genes are expressed in different tissues dissected from various developmental stages (Brown et al., 2014; Gerstein et al., 2010; Graveley et al., 2011). For *Drosophila* embryos, which are too small to isolate individual body parts for gene expression analyses, the Berkeley *Drosophila* Genome Project (BDGP) has used a different approach (Weiszmann et al., 2009). Using optimal cDNA probes, they have carried out whole-mount *in situ* hybridization for 8593 genes (∼63% of known *Drosophila* genes) and have made these data available through a searchable public database with over 140,000 digital images organized by gene and developmental stage. This resource has been the foundation for discovering the regulatory networks that distinguish different organs and for uncovering the functions of a multitude of developmental genes. Nonetheless, even this endeavor remains incomplete and other approaches to discovering the array of transcripts expressed in organs at crucial developmental periods are necessary.

Single cell RNA sequencing (scRNA-seq) has obviated the need to prospectively isolate pure cell populations before determining cell type-specific expression profiles (Macosko et al., 2015; Tang et al., 2009). scRNA-seq has been widely applied to explore embryonic transcriptional states in several model organisms, including *C. elegans* (Cao et al., 2017), *D. melanogaster* (Calderon et al., 2022; Karaiskos et al., 2017; Sakaguchi et al., 2023; Seroka et al., 2022), *X. tropicalis* (Briggs et al., 2018), *D. rerio* (Farrell et al., 2018) and *M. musculus* (Cao et al., 2019; Pijuan-Sala et al., 2019). The *Drosophila* embryo stands out among these model systems as a pre-eminent case study for demonstrating the utility of these studies. For example, scRNA-seq analysis from pre-organogenetic *Drosophila* embryonic cells uncovered a previously unappreciated role for Hippo signaling in breaking the synchronicity of cell cycle re-entry (Karaiskos et al., 2017). A recent study demonstrated the power of scRNA-seq to profile key cell-state transitions required in a single neuroblast lineage during *Drosophila* embryonic neurogenesis (Seroka et al., 2022). A temporally dense scRNA-seq dataset of *Drosophila* embryogenesis led to development of a neural network-based model to predict developmental nuclear age (Calderon et al., 2022). Although these previous investigations capture the single cell transcriptome for early embryogenesis (pre-gastrulation) (Karaiskos et al., 2017), gastrulation (Sakaguchi et al., 2023), neurogenesis (Seroka et al., 2022) and enhancer accessibility/use for key developmental transitions (Calderon et al., 2022), the transcriptomic analyses associated with organogenesis, i.e. cell type specification, growth, migration, terminal differentiation and functional priming, are lacking. Here, we obtain and analyze single cell transcriptomes from early (stage 10-12) and late (stage 13-16) organogenetic stages of the *Drosophila* embryos to focus on the specification and morphogenetic processes required for the assembly and terminal differentiation of three organs: (1) the salivary gland (SG), (2) the trachea and (3) the germline.

Our analysis of the SG demonstrates the sequential deployment of biological processes and the associated transcriptomes in the assembly and functional priming of an exemplary model secretory organ. Our data from the trachea offer insight into the varied transcriptome profiles of cells involved in the assembly of anastomosing tubes and concomitant regulation of tubule growth during epithelial branching morphogenesis. Our investigation of the embryonic germline identifies two early trajectories and suggests that protein catabolism is enriched in presumptive germline stem cells. Further analysis of our scRNA-seq data identifies novel tissue-specific sources of the *Drosophila* matrisome in addition to confirming known sources. To demonstrate the extended utility of our single cell organogenetic transcriptomes, we use these data to track the embryonic origins of some commonly used *Drosophila* tissue culture cells. Finally, we compare our data with the previously published *Drosophila* single cell transcriptomes using an extensive array of tools, finding both similarities and key differences across the available embryonic transcriptome datasets.

## RESULTS

### Obtaining single cell transcriptome data during organogenesis

Single cells were isolated from whole dechorionated wild-type embryos (Fig. 1A). After assessment of overall cell viability (>90%) and concentration, these live cell samples were immediately processed for 10X Genomics scRNAseq. 

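Whole wild-type embryos were collected over 5 h at 25 °C and aged for 12 h at 18 °C for stages 10-12. For stages 13-16 they were collected over 7 h and aged for 9 h, at 25 °C in Table S1 and at room temperature in the methods text. Each stage has 2 libraries, and each library came from its own collection of embryos with its own collection and sequencing dates. Stage and date therefore cannot be told apart, and the library is the replicate (n = 2 per stage). Dissociated cells were captured in droplets, where every RNA molecule received a unique molecular identifier (UMI) before amplification. The authors deposited the number of UMIs for each droplet barcode and gene, without normalization, for 17875 genes listed by FlyBase identifier, of which 17800 have a symbol. The libraries hold 20529 and 13758 barcodes with 160693359 and 71622535 UMIs at stages 10-12, and 39078 and 36217 barcodes with 186017099 and 394684653 UMIs at stages 13-16, for replicates 1 and 2. Barcodes with over 25% mitochondrial UMIs were left out. The remaining barcodes of each library were clustered, and clusters with fewer than 50 marker genes were removed as likely empty droplets; these are called removed droplets from here on. Likely doublets were then removed by comparing each barcode with simulated pairs of barcodes, a caller of the same kind as DoubletFinder, which itself was not run. The 2 libraries of a stage were clustered together after Harmony's correction, with a shared-neighbor graph and the Louvain method, and clusters were named by the marker genes of Table S3. The genes that the paper names for these organs and the gene families to be tested were kept out of this clustering, except nos, pgc, vas and trh, which name cell types; genes singled out later were open to it. For tests, the UMIs of a cell type were summed within each library and compared with edgeR's quasi-likelihood test (TMM normalization, Benjamini-Hochberg adjustment over the genes tested), so that libraries and not cells are the replicates. Tests of a cell type against the rest of the cells carry a term for the library. Gene families were tested with camera at its preset correlation. Levels are given in CPM, the UMIs of a gene scaled to 1000000 UMIs of the cell type in a library. A change from a level of 0 is given as a lower bound against 3 UMIs, the count that a 0 allows. The bound joins the libraries of a stage, so that the library with more UMIs of the cell type weighs most. Intervals of shares are exact Clopper-Pearson 95% confidence intervals, and all intervals and bounds cover counting error only.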

Two biological replicates spanning early (stages 10-12) and late (stages 13-16) organogenesis were obtained; see collection details in the Materials and Methods (Fig. 1A, Table S1). 

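After the mitochondrial filter, 20482 and 13458 barcodes remained at stages 10-12 and 38423 and 35917 at stages 13-16, for replicates 1 and 2. Clusters with few marker genes held 23.4% and 41.3% of these at stages 10-12 and 26.4% and 20.5% at stages 13-16, with a median of 1407 to 2251 UMIs per barcode. Of what was left, 12.6% and 6.33% at stages 10-12 and 22.6% and 22.8% at stages 13-16 were called doublets. The cells kept numbered 13727 and 7403 at stages 10-12 and 21883 and 22028 at stages 13-16, in all 21130 and 43911. Per cell, the median number of UMIs was 4036 and 2671 in the stage 10-12 replicates and 2553 and 7709 in the stage 13-16 replicates. Over both replicates the median was 3162 UMIs at stages 10-12 and 3697 at stages 13-16. The median number of genes detected per cell, the quantity Table 1 lists as features, was 1097 at stages 10-12 and 1279 at stages 13-16. With no cluster removed as empty, 29135 cells were kept at stages 10-12, with a median of 859 genes, and with no doublets removed 56829 at stages 13-16.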

After standard quality control to remove poor-quality reads and likely doublets, 20,585 cells (median UMI count 1065) for stages 10-12 and 42,717 cells (median UMI count 1155) for stages 13-16 were recovered. Standard batch correction of the replicates was carried out using Harmony (Korsunsky et al., 2019a) (Fig. S1A,C). The two replicates from each timepoint were then combined to generate both early (Fig. 1B) and late (Fig. 1D) Uniform Manifold Approximation Projections (UMAPs) using Seurat.

**Fig. 1.**
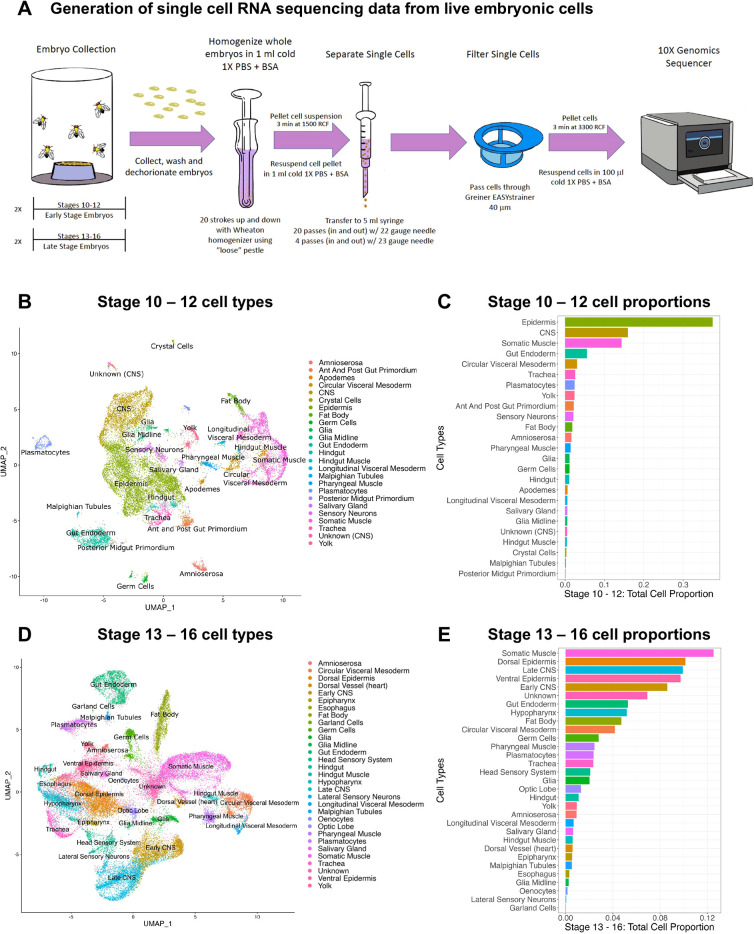
**Single cell isolation and cell type annotations of stage 10-12 and stage 13-16 embryonic cells.** (A) Schematic of embryo collection, single cell isolation and sequencing. (B) Scatter plot showing the UMAP embedding colored by cell types from stage 10-12 embryonic cells. (C) Bar plot showing the cell type proportion of stage 10-12 cells. (D) Scatter plot showing the UMAP embedding colored by cell types from stage 13-16 embryonic cells. (E) Bar plot showing the cell type proportion of stage 13-16 cells.

The differentially expressed genes for each cluster were identified (Table S2), and the selected marker genes from the top 50 most differentially expressed genes were cross-referenced with the BDGP *in situ* expression data (Tomancak et al., 2002) (Table S3) to assign 25 distinct cell types (Fig. 1B) from 35 early single-cell clusters (Fig. S1B,E) and 31 distinct cell types (Fig. 1D) from 36 late single-cell clusters (Fig. S1D,F). 

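Clustering gave 48 clusters at stages 10-12, of which 44 received a name, and 49 at stages 13-16, of which 47 did. Clusters with the same name were joined, which left 21 cell types at stages 10-12 and 27 at stages 13-16. A cluster was named for the cell type whose Table S3 marker genes scored highest in it, given a score of at least 0.75 and at least 3 of the markers detected. Cells in clusters without a name were kept in every total.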

Although many more gene expression profiles were typically used to assign cell types, key marker genes for each tissue were identified (Table S3).

Twenty cell types were found from both the early and late organogenetic transcriptome signatures: (1) amnioserosa, (2) circular visceral mesoderm, (3) central nervous system (CNS), (4) epidermis, (5) fat body, (6) germ cells, (7) glia, (8) midline glia, (9) gut endoderm, (10) hindgut, (11) hindgut muscle, (12) longitudinal visceral mesoderm, (13) Malpighian tubule, (14) pharyngeal muscle, (15) plasmatocytes, (16) salivary gland, (17) sensory neurons, (18) somatic muscle, (19) trachea and (20) yolk. 

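In clusters without a name lay 9.74% of the cells of stage 10-12 replicate 1 (95% confidence interval 9.25 to 10.2%) and 17.9% of those of replicate 2 (17.0 to 18.7%). At stages 13-16 the shares were 7.02% (6.69 to 7.37%) and 8.29% (7.93 to 8.67%). The replicates of stages 10-12 thus differed from each other by more than those of stages 13-16 did.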

Unknown cell types – cells that could not be assigned based on the range of expression patterns observed for the most enriched genes in the clusters – were present at both stages, with a smaller number of unknown cells in the early data.

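The name of the anterior and posterior gut primordium was given at both stages, to 319 and 91 cells in the stage 10-12 replicates (2.32% and 1.23%) and 638 and 852 cells in the stage 13-16 replicates (2.92% and 3.87%). The stage 13-16 cluster shares wb and peb with the primordium among its leading genes, but also Ance, DNaseII, CG8036, Lfg and Myc with the gut endoderm of stages 10-12, so that its name is uncertain. Crystal cells were found at both stages, with 24 and 74 cells at stages 10-12 (0.175% and 1.00%) and 134 and 48 cells at stages 13-16 (0.612% and 0.218%). A cluster led by cuticle protein genes held 101 cells of stage 10-12 replicate 1 and 14 of replicate 2, and none of its kind appeared at stages 13-16.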

Additional cell types were identified in the early stages only: anterior/posterior gut primordium, apodemes, crystal cells and posterior midgut primordium. Other cell types were identified in the late stages: dorsal vessel (heart), epipharynx, esophagus, garland cells, head sensory system, hypopharynx and oenocytes.

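Of these, the epipharynx (259 cells), the esophagus (306), the hypopharynx (1219) and the oenocytes (113) were found at stages 13-16 only. The optic lobe (2127 cells) and the Malpighian tubules (306) were also named only there. An unnamed cluster of 164 cells at stages 10-12 shared ct, fkh, bru2, w and Gmap with the leading genes of the Malpighian tubules. E(spl)m4-BFM, Obp99a, Ocho, BobA, Tom, Brd and E(spl)mgamma-HLH, which lead the cluster named optic lobe, also lead an unnamed cluster of 1981 cells at stages 10-12, so that this name is uncertain. The names of the dorsal vessel, epipharynx, esophagus, garland cells, hypopharynx, oenocytes and optic lobe were open only to clusters of stages 13-16, so that their absence from stages 10-12 is part of the naming and not a measurement. Garland cells and the dorsal vessel did not form a cluster of their own.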

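Epidermal cells made up 22.8% of the cells of stage 10-12 replicate 1 (95% confidence interval 22.1 to 23.5%) and 19.3% of those of replicate 2 (18.4 to 20.2%). In the stage 13-16 replicates they made up 10.4% (10.0 to 10.8%) and 8.87% (8.49 to 9.25%). This fall was larger than the spread between replicates, but not without batch correction, where the share went from 17.7% to 14.3%. Names such as hypopharynx, esophagus and epipharynx were open only at stages 13-16, so the shares of the stages do not rest on the same set of names. The CNS held 18.8% (18.2 to 19.5%) and 19.5% (18.6 to 20.4%) of the cells at stages 10-12, and 16.6% (16.1 to 17.1%) and 20.8% (20.3 to 21.4%) at stages 13-16. Muscle and mesoderm held 21.0% (20.3 to 21.7%) and 16.6% (15.7 to 17.4%) at stages 10-12. At stages 13-16 they held 21.1% (20.6 to 21.7%) and 22.4% (21.8 to 22.9%). Of these shares, the epidermal one at stages 13-16 depended most on the processing: it was 9.64% over both replicates and 17.5% when no doublets were removed.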

Examination of relative cell proportions revealed that cells of the epidermis, CNS and muscle are the major contributors to both stage 10-12 and stage 13-16 embryos (Fig. 1C,E), validating previous findings (Campos-Ortega and Hartenstein, 2013). We did not, however, recover cells in exact proportion to their representation in the embryo. For example, the relative proportion of muscle cells is expected to decrease in the late samples as muscle cell fusion occurs then and would decrease the total muscle cell number (Bothe and Baylies, 2016). Nonetheless, muscle cells made up ∼20% of cells at both stages (combining cells with ‘mesoderm’ or ‘muscle’ in the name). Likewise, SG cells were under-represented at 0.5% and 0.6% at early and late stages, respectively, when we would expect ∼3% to be SG during both stages. In addition, although we did capture clusters corresponding to rare cell types at both stages, not all cell types were captured as distinct clusters. 

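Joined over the replicates, the cell types with mesoderm or muscle in their name held 19.4% of cells at stages 10-12 and 21.8% at stages 13-16. The difference between the stages was smaller than that between the stage 10-12 replicates. Under a minimum of 1000 UMIs per cell in place of the removal of clusters, the shares were 13.0% and 15.9%.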

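The SG comprised 50 and 33 cells in the stage 10-12 replicates, 0.364% (95% confidence interval 0.270 to 0.480%) and 0.446% (0.307 to 0.625%) of the cells. In the stage 13-16 replicates it comprised 303 and 67 cells, 1.38% (1.23 to 1.55%) and 0.304% (0.236 to 0.386%), so that the later share is set by replicate 1. Over both replicates the shares were 0.393% and 0.843%. A lower clustering resolution gave 0.838% at stages 10-12. The paper gives the SG, besides muscle, as an example of cell types not recovered in the proportion they have in the embryo.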

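Genes of the somatic gonadal precursors were looked for across the clusters. At stages 10-12, Six4 (FBgn0027364) and eya (FBgn0000320) were both highest in a single cluster of 399 cells without a name, at 216.4 and 174.9 CPM against a median cluster level of 11.9 and 16.3 CPM, and Six4 was next highest in a somatic muscle cluster (146.4 CPM). tj (FBgn0000964) had 6 UMIs in its highest cluster, in the CNS (12.2 CPM). At stages 13-16, a somatic muscle cluster of 568 cells held the highest level of Six4 (131.0 CPM, median cluster 6.03) and the next highest levels of eya (93.6 CPM, median 13.9) and tj (19.7 CPM). The highest levels of eya and tj at that stage lay in the optic lobe (96.9 CPM) and in a CNS cluster (20.5 CPM). These are levels over joined replicates without a test.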

Some of the cell types that were not represented, such as the somatic gonadal precursors, were found embedded in a cluster of other mesodermal cells. In contrast, plasmatocytes and germ cells have two separated clusters in the early collections.

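Plasmatocytes of stages 10-12 formed 3 clusters, with 301, 145 and 108 cells and medians of 18370, 1956 and 1924.5 UMIs per cell. Germ cells of stages 10-12 formed a single cluster with 242 cells (median 1931 UMIs). At stages 13-16, germ cells formed 3 clusters with 1050, 271 and 16 cells and medians of 2389, 4232 and 65953 UMIs.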

To ascertain the utility of the data and to confirm and/or gain insight into the transcriptome dynamics underlying organ formation, we chose three organs – the salivary gland, trachea and germline (all of which were identified in both staged datasets) – for more in-depth analysis.

### Embryonic SG single cell transcriptome: an organogenetic blueprint for assembling a tissue that is specialized for secretion

Salivary glands (SGs) are high-capacity secretory organs, known for production and secretion of the glue proteins that allow the pupa to adhere to a solid substrate during metamorphosis (Fraenkel and Brookes, 1953). SGs originate from a pair of ventrally positioned ectodermal placodes in the posterior head (Panzer et al., 1992) (Fig. 2Ai) that undergo dorsally directed internalization and elongation (Fig. 2Aii) (Myat and Andrew, 2000a,b), and then migrate posteriorly along the overlying visceral mesoderm (Fig. 2Aiii) to reach their final orientation and position in the embryo (Fig. 2Aiv-vi) (Bradley et al., 2003; Vining et al., 2005). SGs form simple unbranched tubes that migrate as fully polarized epithelia.

**Fig. 2.**
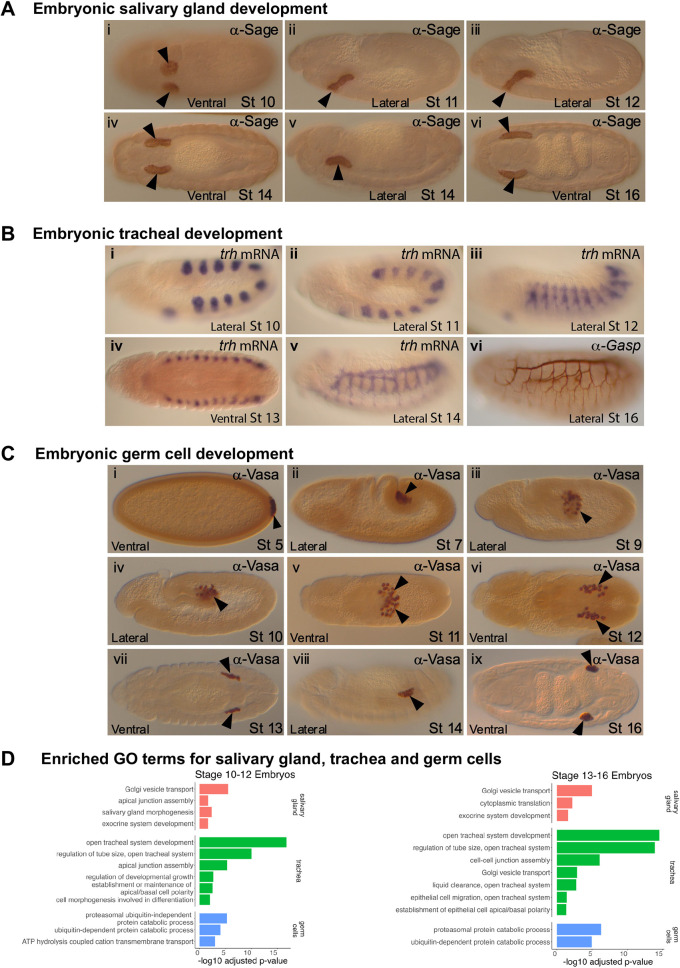
**Embryonic development and gene set enrichment analysis of salivary gland, tracheal and germ cells.** (A-C) Protein and mRNA staining of (A) Sage (protein), (B) *trh* (mRNA) and 2A12 (Gasp) (protein), and (C) Vasa (protein) to demonstrate the formation of the salivary gland (SG; A), trachea (B) and germline cells (GCs; C) across different developmental stages in *Drosophila* embryos. Arrowheads indicate the secretory cells of the salivary gland in A and the germ cells in C. (D) Selected gene sets enriched in SG, trachea and GCs relative to the rest of the embryonic cells during stage 10-12 (on the left) and stage 13-16 (on the right). For the full enrichment analysis results, see Table S4.

The expression patterns of the most differentially expressed genes in each Seurat cluster revealed the SG to be cluster 27 in the early set and cluster 25 in the late set (Fig. S1E,F), as supported by several SG marker genes (Fig. S2, Table S3). Gene set enrichment analysis (GSEA) of SGs compared with all other embryonic cells (Fig. 2D; Table S4) revealed that both early and late SG cells are highly enriched in gene ontology (GO) terms associated with secretory function, e.g. ‘Golgi vesicle transport’ and ‘exocrine system development’, consistent with the SG being the organ with the highest secretory capacity in the embryo and larva (Loganathan et al., 2021). 

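The 13 genes encoding the vesicle coats COPI and COPII stand here for Golgi vesicle transport, and were tested in the SG against the rest of the cells. At stages 10-12 all 13 were higher in the SG, with a median log2 difference 2.44 above that of all genes (camera, adjusted p = 3.3e-10 over 30 family tests). At stages 13-16 all 13 were again higher, with a median 2.02 above that of all genes (adjusted p = 4.7e-12). Their summed level was 4358 and 4915 CPM in the SG of the stage 10-12 replicates against 1612 and 1332 CPM in the rest, and 2126 and 5778 CPM against 1346 and 2026 CPM at stages 13-16. Of the 20 family tests with an adjusted p below 0.05 under camera, 8 also were under fry with the same direction; those of the SG were not among them, with 0.15 at both stages for the vesicle coats. The ribosomal protein genes were also higher relative to all genes, by 0.58 (adjusted p = 1.2e-07; fry 0.15) at stages 10-12 and 0.60 (1.9e-19; fry 0.066) at stages 13-16, while their summed level lay below that of the rest in all libraries but stage 13-16 replicate 1. For genes, 692 were called higher and 649 lower in the SG at stages 10-12, and 488 and 469 at stages 13-16. With no filter beyond 1 UMI, the coat difference at stages 10-12 was 3.14, the alternative farthest from the main value.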

Not surprisingly, the term ‘salivary gland morphogenesis’ is enriched in the early dataset, supporting correct cluster assignment, as is ‘apical junction assembly’, consistent with the cell shape changes and rearrangements that accompany early SG morphogenesis (Girdler and Röper, 2014; Myat and Andrew, 2000b; Sánchez-Corrales et al., 2021).

Cluster identification and pseudotime analysis of the SG transcriptome, based on 114 cells from the stage 10-12 collections and 271 cells from the stage 13-16 collections, suggested that SG cells form a continuum (Fig. 3A,B). 

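The 83 SG cells of stages 10-12 and 370 of stages 13-16 formed 4 subclusters when clustered on their own. Pseudotime was taken as diffusion distance from the end of the first diffusion component richest in stage 10-12 cells and is given as percentiles of the SG cells. Its median was 19.3 in stage 10-12 replicate 1 (quartiles 7.34 and 25.8), 21.4 in replicate 2 (15.0 and 28.0), 62.5 in stage 13-16 replicate 1 (43.2 and 80.5) and 18.3 in replicate 2 (8.17 and 65.0). Free RNA in droplets also enters these positions. Judged by 8 genes of neurons and muscle, SG cells held 20.9% and 36.2% of the level of removed droplets at stages 10-12, 96.5% in stage 13-16 replicate 1 and 17.7% in replicate 2, so that a part of free RNA in the separation of replicate 1 is open. Under a lower clustering resolution, the difference between the stage 13-16 replicates (replicate 2 minus replicate 1) turned from -44.2 percentiles to 30.8.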

Based on pseudotime analysis and clustering, we identified two major clusters: early and late. 

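Of the 4 SG subclusters, the largest had 274 cells, 270 of them from stage 13-16 replicate 1. The next held 36 cells of stage 13-16 replicate 2 and 27 of replicate 1 among its 67. Another held 27 cells of stage 10-12 replicate 1 and 26 of replicate 2 among its 56. The last, also with 56 cells, joined 21 and 4 cells of the stage 10-12 replicates with 28 of stage 13-16 replicate 2, and had the deepest cells, with a median of 36344 UMIs.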

The early cluster is primarily composed of stage 10-12 (both replicates) and replicate 2 of stage 13-16 cells, and the late cluster is primarily composed of stage 13-16 replicate 1 cells (Fig. 3A,B, Fig. S3A,B). Importantly, the pseudotime analysis indicates that our two stage 13-16 collections were differentially enriched for either earlier-stage (∼13-14; replicate 2) or later-stage embryos (∼15-16; replicate 1) (Fig. S3A,B). 

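Of the 67 SG cells of stage 13-16 replicate 2, 28 (41.8%, 95% confidence interval 29.8 to 54.5%) lay in the subclusters with more stage 10-12 than stage 13-16 cells in proportion. SG cells of stage 13-16 replicate 2 had a median of 5243 UMIs and those of replicate 1 of 2144. After every SG cell was thinned to 1000 UMIs, 15 of the 67 (22.4%, 13.1 to 34.2%) did. From the position of these cells in pseudotime, the paper infers that the replicates of stages 13-16 were enriched for embryos of different age. In the trachea, 18.6% (15.6 to 21.9%) of 623 stage 13-16 replicate 2 cells lay in such subclusters, and in germ cells 3.19% (1.47 to 5.97%) of 282.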

To investigate the transcriptional differences between the two clusters, we computed the differentially expressed genes (Table S5) and found that the early-stage SG transcriptome is significantly enriched for transcriptional regulation, mRNA splicing, morphogenesis and secretion (Fig. 3C, Fig. S3C, Table S6). 

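Between stages, the SG test covered 4753 genes, of which 32 were called higher at stages 13-16 and 2 lower, with 557 at an unadjusted p below 0.05. DESeq2 called 97 higher and 11 lower. The largest rises were those of Osi6 (FBgn0027527; 0 UMIs at stages 10-12 and 320 at stages 13-16, at least 33.6-fold, adjusted p = 0.023), Osi7 (FBgn0037414; 198 UMIs, at least 20.8-fold, adjusted p = 0.026) and spz6 (FBgn0035056; 161 UMIs, at least 16.9-fold, adjusted p = 0.024). In the SG of stage 13-16 replicates 1 and 2, Osi6 stood at 76.7 and 112 CPM, below its level in the removed droplets (96.9 and 571.6 CPM). Osi7 stood at 50.3 and 68.1 CPM in the SG and 48.4 and 330.3 CPM in those droplets, and spz6 at 71.7 and 44.8 CPM in the SG and 49.8 and 126 CPM in them. The genes called lower were CG10035 (FBgn0038028, log2 change -4.19, SE 0.54, adjusted p = 0.023) and BobA (FBgn0040487, log2 change -2.88, SE 0.46, adjusted p = 0.047). At stages 10-12 both stood above the rest in replicate 1 and below it in replicate 2. Free RNA was not tested for these falls. These 5 genes were not called without stage 10-12 replicate 1 (CG10035 -3.69, BobA -2.66) or replicate 2 (CG10035 -4.55, BobA -3.09). Without stage 10-12 replicate 1 edgeR called no gene in either direction (470 at an unadjusted p below 0.05) and without replicate 2 it called 0 higher, while without stage 13-16 replicate 1 or 2 it called 404 and 491 higher. With no filter beyond 1 UMI 492 were called higher. Splicing genes stood at 5195 CPM in the SG subcluster made of stage 10-12 cells, against 1905 to 2702 CPM in the other subclusters. The vesicle coats did not change measurably between stages (median 0.24 above all genes, camera adjusted p = 0.96).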

The late-stage SG transcriptome is relatively enriched for translation, which is presumably for growth and to support secretory function (Fig. 3D, Fig. S3D, Table S6; Loganathan et al., 2016b, 2022).

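Of the 92 ribosomal protein genes, 84 were tested between stages in the SG and 80 were higher at stages 13-16, with a median log2 change 0.23 above that of all genes (camera, adjusted p = 0.098; fry, 0.53). Their summed level was 325590 and 325491 CPM in the stage 10-12 replicates, 400558 CPM in stage 13-16 replicate 1 and 217136 CPM in replicate 2. The stage 13-16 replicates therefore lie on either side of both stage 10-12 replicates, and the spread between them is larger than the difference between stages. These levels are shares of all UMIs. The 402 genes called higher in the SG than in the rest at both stages held 97978 CPM in stage 13-16 replicate 1 and 437948 CPM in replicate 2. A larger sum of these leaves a smaller share for other genes. In the removed droplets the ribosomal level was 458993 CPM in stage 13-16 replicate 1 and 305506 CPM in replicate 2. By subcluster, ribosomal protein genes stood at 415063 CPM in the one made of stage 13-16 replicate 1 cells, and at 303512, 340794 and 246249 CPM in the others. Without stage 13-16 replicate 1, the family's median change was -0.10, and without replicate 2 it was 0.58. From the enrichment in late cells, the paper proposes that translation serves growth and secretion.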

**Fig. 3.**
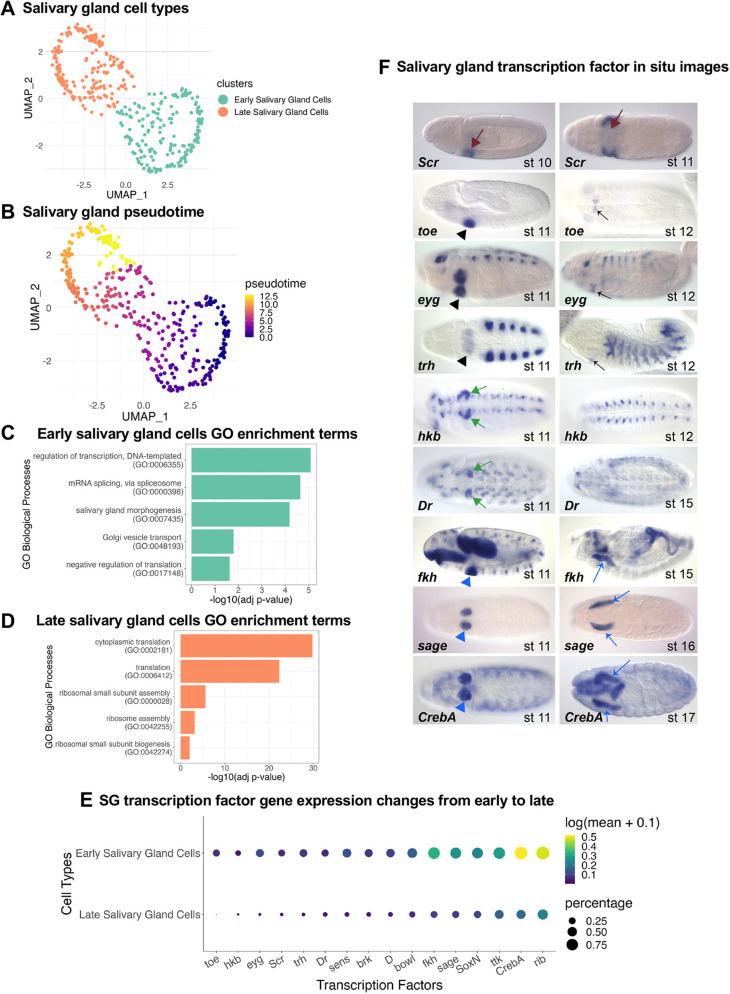
**In-depth analysis of SG cells.** (A,B) UMAP embedding of salivary gland (SG) cells colored by (A) SG sub-populations and (B) pseudotime ordering. (C,D) Selected enrichment of biological processes for (C) early and (D) late SG cells. For the full enrichment analysis results, see Table S6. (E) Expression pattern of SG-specific transcription factors (TFs) between early and late SG cells. The size of the dot represents the percentage of cells in the SG subtype in which the gene is detected; the color of the dot represents the mean expression of the gene in the SG subtype. (F) Selected *in situ* images of SG-specific TFs from the Berkeley *Drosophila* Genome Project across different stages. Black arrowheads, transient expression in the entire SG placode; black arrows, expression in the salivary duct; green arrows, transient expression in a subset of SG placode cells; red arrows, expression in SG precursors in stage 10 that disappears during stage 11; blue arrowheads, early expression of SG genes that are expressed persistently in the SG; blue arrows, late expression of SG genes that are expressed persistently in the SG.

Although SG secretory cells are a relatively homogeneous cell population, they express several genes in temporally or spatially restricted patterns. We identified 16 transcription factors (TFs) that are specific to SG relative to rest of the embryonic cells (percentage of expressing cells >15%; log2FC>0; Wilcoxon test adj *P*-val<0.05) in either stage 10-12 and/or stage 13-16 embryos. Among these are the HOX TF that specifies the SG (*Sex combs reduced* – *Scr*) (Andrew et al., 1994; Panzer et al., 1992) and the SP1-like TF required for spatially ordered internalization of the primordia (*hückebein* – *hkb*) (Myat and Andrew, 2000b, 2002; Sánchez-Corrales et al., 2021). Also among the temporally regulated SG TFs are those initially expressed in the entire primordium (duct and secretory cells) that later become restricted to only duct [*twin of eyegone* (*toe*), *eyegone* (*eyg*) and *trachealess* (*trh*)] (Isaac and Andrew, 1996; Jones et al., 1998). 

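The 16 TFs named in Fig. 3E were all lower in the SG at stages 13-16 than at stages 10-12. That figure compares the paper's early and late SG subclusters, and the early one also holds cells of stage 13-16 replicate 2. The comparison of stages here and below is therefore not the same one. None was called over all genes tested by edgeR, 7 had an unadjusted p below 0.05 and DESeq2 called 2. Adjusted over the list alone, 4 were called; the list was chosen on these samples, so that this count is not independent evidence. The log2 changes ran from -2.71 to -0.02. For brk (FBgn0024250), bowl (FBgn0004893), SoxN (FBgn0029123), ttk (FBgn0003870) and rib (FBgn0003254), they were -0.64, -0.34, -0.92, -0.48 and -0.47. Without stage 13-16 replicate 1, 7 of the TFs were called, SoxN among them (-1.07), and without replicate 2, 9 were, rib among them (-0.92).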

Other SG TF genes, especially those regulating SG physiology, are activated early and continue to be expressed in all SG cells through metamorphosis and in the adult SG [*Cyclic-AMP response element binding protein A* (*CrebA*), *fork head* (*fkh*), *sage* and *senseless* (*sens*)] (Abrams and Andrew, 2005; Abrams et al., 2006; Chandrasekaran and Beckendorf, 2003; Fox et al., 2010, 2013; Zhou et al., 2001). Consistent with the known patterns, we find expression of *Scr*, *hkb*, *toe*, *eyg* and *trh* in only the early SG secretory cells, whereas expression of *CrebA*, *fkh*, *Sage* and *sens* is in both the early and late SG (Fig. 3F,E). 

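Scr (FBgn0003339) had a UMI in 25.3% of SG cells at stages 10-12 (95% confidence interval 16.4 to 36.0%) and in 8.11% at stages 13-16 (5.54 to 11.4%). The shares fell from 20.5% to 4.59% for hkb (FBgn0261434), from 31.3% to 7.84% for toe (FBgn0036285), from 33.7% to 9.73% for eyg (FBgn0000625) and from 38.6% to 11.4% for trh (FBgn0262139). In plasmatocytes, taken as background, the shares at stages 10-12 and 13-16 were 4.33% and 6.64% for Scr, 4.69% and 3.28% for hkb, 0.903% and 1.95% for toe, 2.89% and 4.78% for eyg and 5.96% and 8.33% for trh. The median depth was 3343 and 2337 UMIs per SG cell and 2619 and 9486 UMIs per plasmatocyte, so that the deeper background at stages 13-16 raises its shares. For CrebA (FBgn0004396) the share was 84.3% at stages 10-12 and 51.1% at stages 13-16, for fkh (FBgn0000659) 68.7% and 34.6%, for sage (FBgn0037672) 56.6% and 23.0%, and for sens (FBgn0002573) 48.2% and 16.2%. Plasmatocytes had fkh in 11.9% and 20.9%, sage in 3.61% and 4.78% and sens in 3.79% and 2.57%. For CrebA they are no background, since their own level, 728 and 797 CPM, lies above that of the rest (204 to 353 CPM). Between stages, Scr changed by a log2 of -2.17 (SE 0.51, adjusted p = 0.096), toe by -2.35 (SE 0.62, adjusted p = 0.13) and eyg by -2.71 (SE 0.80, adjusted p = 0.19). The changes of hkb (-2.19, SE 0.74, adjusted p = 0.27) and trh (-1.81, SE 0.53, adjusted p = 0.19) were also not called. Those of CrebA (-0.65), fkh (-0.42), sage (-0.59) and sens (-0.61) had adjusted p values from 0.77 to 0.88. Without stage 13-16 replicate 1, Scr (-2.90), hkb (-2.53), toe (-1.96), eyg (-2.20) and trh (-2.31) were all called, and without replicate 2 all but hkb were, at -1.68 for Scr, -3.41 for toe, -4.05 for eyg and -1.54 for trh. Without replicate 2, CrebA (-1.72), fkh (-1.63), sage (-2.0) and sens (-2.05) were also called; without replicate 1, fkh (0.12) and sage (0.0018) turned. In CPM for stage 10-12 replicates 1 and 2 and stage 13-16 replicates 1 and 2, eyg stood at 719.6, 174, 21.4 and 68.6, and sage at 905, 1010.0, 192 and 677. At a lower clustering resolution, the changes of CrebA, fkh, sage and sens turned to 0.07, 0.37, 0.20 and 0.14.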

Our analysis also uncovered additional TFs heretofore not known to be expressed in the SG (Fig. 3E, Table S2), including two that are expressed only in the early gland – *Dichaete* (*D*) and *Drop* (*Dr*). 

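D (FBgn0000411) had a UMI in 39.8% of SG cells at stages 10-12 (95% confidence interval 29.2 to 51.1%) and in 13.0% at stages 13-16 (9.72 to 16.8%), against 17.3% and 17.8% of plasmatocytes. With every cell thinned to 1000 UMIs, the shares of D were 9.64% and 3.25% in the SG and 5.23% and 2.95% in plasmatocytes. At equal depth the late share is therefore near the background. Dr (FBgn0000492) had a UMI in 30.1% (20.5 to 41.2%) and 15.7% (12.1 to 19.8%) of SG cells, against 8.84% and 10.4% of plasmatocytes. Thinned to 1000 UMIs, its shares were 3.61% and 3.79% in the SG and 1.81% and 2.05% in plasmatocytes. The fall of the SG share was thus not seen at equal depth, though only 83 SG cells are from stages 10-12. The level of D in the SG was 147 and 52.1 CPM in the stage 10-12 replicates, where the rest of the cells had 113 and 96.1 CPM, and 35.2 and 25.4 CPM at stages 13-16, where the rest had 34.4 and 79.3 CPM. The level of Dr in the SG was 123 and 93.7 CPM at stages 10-12 and 75.4 and 77.2 CPM at stages 13-16, above the rest in every library. The log2 change between stages was -1.28 for D (SE 0.51, adjusted p = 0.38) and -0.02 for Dr (SE 0.39, adjusted p = 0.99). For Dr the direction depended on the processing, with 0.50 at a lower clustering resolution and -0.46 under a minimum of 1000 UMIs. D was called without stage 13-16 replicate 1 (-1.52, adjusted p = 0.0070), and the change of Dr was 0.14 without stage 10-12 replicate 1.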

Interestingly, *Dr* is expressed only early and only in the subset of SG cells that internalize first (Fig. 3E). Thus, although our scRNA-seq captured fewer SG cells than expected based on the known number of SG cells (∼140) and estimates of the number of embryonic cells (∼6000–8000), our read depth was sufficient to identify many new SG genes, including those expressed only transiently and/or in only a subset of SG cells.

### Embryonic tracheal single cell transcriptome reveals the regulatory signature for growth in branching morphogenesis

The *Drosophila* trachea is an ectodermal derivative that forms from ten pair of ectodermal placodes (segments T2 through A8) (Fig. 2Bi) (Loganathan et al., 2016a). Placodal cells invaginate to form rudimentary epithelial sacs (Fig. 2Bii) that subsequently extend segmentally restricted primary branches that migrate along distinct trajectories to eventually reach cells throughout the animal (Fig. 2Biii-iv) (Samakovlis et al., 1996). Tracheal fusion at the ends of many branches (Fig. 2Bv) connects the individual tracheal segments into a contiguous tubular network for gas exchange (Fig. 2Bvi). Although trachea undergo branching morphogenesis, they migrate as fully polarized epithelia like the SG.

Cluster 10 in the early UMAP and cluster 16 in the late UMAP correspond to tracheal cells based on the expression of key marker genes (Fig. 1B,D, Fig. S4, Table S3). Both early and late tracheal cells were enriched in the following GO terms: open tracheal system development, tube size regulation, cell-cell junctions and epithelial cell apical/basal polarity (Fig. 2D, Table S4). 

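In the trachea, 1389 genes were called higher and 1532 lower than in the rest of the cells at stages 10-12, among 10734 tested, and 1561 and 3088 at stages 13-16. DESeq2 called 1022 and 1055, and 1360 and 1713. The 22 genes of septate junctions had a median log2 difference 1.36 above that of all genes at stages 10-12 (camera, adjusted p = 7.1e-16; fry, 0.041) and 1.59 above it at stages 13-16 (camera, 4.0e-16; fry, 0.039). Their summed level was 6285 and 5402 CPM in the stage 10-12 trachea against 4223 and 3086 CPM in the rest, and 8764 and 10587 CPM against 4794 and 6197 CPM at stages 13-16.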

Early trachea was also enriched in GO terms associated with growth and morphogenesis, whereas late trachea was enriched in Golgi vesicle transport and liquid clearance, consistent with processes that occur late in tracheal maturation (Tsarouhas et al., 2007). mRNA splicing terms and ATP synthesis were relatively lower in the trachea compared with other embryonic cells (Table S4).

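The vesicle coats were higher in the trachea relative to all genes by a median log2 of 0.75 at stages 10-12 (camera, adjusted p = 5.7e-09; fry, 0.030) and 0.94 at stages 13-16 (camera, 7.9e-09; fry, 0.030). The 13 splicing genes were lower by 0.12 (camera, 0.0099; fry, 0.086) and by 0.31 (camera, 0.0035; fry, 0.048), and 12 of 13 were lower in each stage. Of the genes of ATP synthase, 12 of 14 were lower at stages 10-12, without a median difference from all genes (0.00; camera, 0.090), and 13 of 14 at stages 13-16 (median -0.16; camera, 0.0021; fry, 0.030). With no filter beyond 1 UMI, which adds genes of few UMIs to the comparison, the median of ATP synthase relative to all genes was 0.18 and 0.10, and that of splicing at stages 10-12 was 0.07. Ribosomal protein genes lay 0.25 (camera, 1.1e-07; fry, 0.10) and 0.37 (camera, 3.5e-09; fry, 0.10) above all genes, though their summed share of UMIs hardly differed from that of the rest.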

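Tracheal cells numbered 375 and 136 in the stage 10-12 replicates and 469 and 623 in the stage 13-16 replicates, in all 511 and 1092. On their own they formed 8 subclusters. Pseudotime percentiles, found as for the SG, had a median of 21.0 in stage 10-12 replicate 1 (quartiles 7.86 and 41.0), 31.3 in replicate 2 (22.1 and 41.4), 60.6 in stage 13-16 replicate 1 (47.5 and 70.8) and 76.9 in replicate 2 (33.8 and 89.6). In these cells the 8 genes of neurons and muscle stood at 37.5% and 40.5% of the level of removed droplets at stages 10-12, and at 48.9% and 28.8% at stages 13-16, so that a part of free RNA in the order of the stage 13-16 replicates is open.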

Cluster identification and pseudotime analysis of tracheal cells, based on 522 cells from stages 10-12 and 1003 cells from stages 13-16, not only confirmed the continuum of developmental stages (Fig. 4A,B), paralleling our observations from the SG transcriptome data, but also allowed us to categorize nine clusters into the following cell subtypes: (1) early, (2) intermediate and (3) late tracheal cells, along with a fourth category that captured a subset identifiable as tracheal tip cells (Fig. 4A, Fig. S5A). As observed in SGs, the early tracheal cells are mainly composed of cells from the replicates of stage 10-12, the late tracheal cells are mainly composed of cells from stage 13-16 replicate 1, and intermediate tracheal cells are mainly composed of cells from stage 13-16 replicate 2 (Fig. S5B,C).

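The tracheal subcluster with most stage 10-12 cells held 203 and 100 cells of its replicates among 310. Cells of stage 13-16 replicate 1 made up most of a subcluster of 272 (245 cells) and of a smaller one (123 cells). Replicate 2 made up most of subclusters of 288 (266 cells), 164 (125 cells) and 118 (89 cells). A subcluster of 225 cells joined 77 and 15 cells of the stage 10-12 replicates with 116 of stage 13-16 replicate 2 and had a median of 14807 UMIs per cell. The median position of stage 13-16 replicate 2 was 16.3 percentiles beyond that of replicate 1.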

**Fig. 4.**
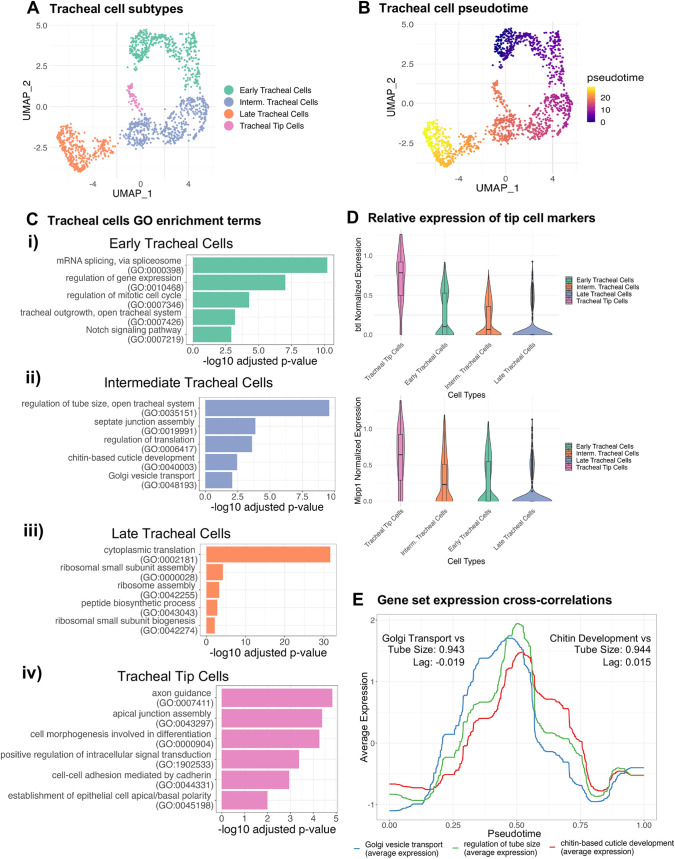
**In-depth analysis of tracheal cells.** (A,B) UMAP embedding of tracheal cells colored by (A) tracheal sub-populations and (B) pseudotime ordering. (C) Selected enrichment of biological processes for different sub-populations of tracheal cells: (i) early tracheal cells, (ii) intermediate tracheal cells, (iii) late tracheal cells and (iv) tracheal tip cells. For the full enrichment analysis results, see Table S8. (D) Normalized expression of tracheal tip cell markers *btl* and *Mipp1* across different tracheal sub-populations. (E) The dynamic time-series of averaged and scaled gene set expression of ‘Golgi vesicle transport’, ‘regulation of tube size’ and ‘chitin-based cuticle development’ across pseudotime. The cross-correlation value and lag between Golgi Transport and Tube Size is on the left, and the cross-correlation value and lag between Chitin Development and Tube Size is on the right.

We performed differential expression analysis on the different tracheal subpopulations (Table S7) and found the biological processes enriched in different subpopulations (Fig. 4C, Table S8). The early tracheal cell transcriptomes were enriched for mRNA splicing, regulation of mitotic cycle and tracheal outgrowth (Fig. 4Ci). 

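Splicing genes stood at 4943 CPM in the tracheal subcluster with most stage 10-12 cells and at 6583 CPM in the one made of stage 10-12 cells alone, against 2070 to 3760 CPM in the other subclusters. Between stages, all 13 were lower in the trachea at stages 13-16, with a median log2 change 1.26 below that of all genes (camera, adjusted p = 2.2e-07; fry, 0.030). Their summed level was 5091 and 4529 CPM in the stage 10-12 replicates and 2166 and 2771 CPM in the stage 13-16 replicates, a fall larger than the spread between replicates. Among all 7091 genes tested between the stages, 1056 were called higher and 533 lower at stages 13-16. The largest changes were those of Osi9 (FBgn0037416; from 0 UMIs, at least 49.0-fold, adjusted p = 0.0026), slbo (FBgn0005638; from 0 UMIs, at least 44.0-fold, adjusted p = 0.00092) and Osi18 (FBgn0037428; from 0 UMIs, at least 35.9-fold, adjusted p = 0.00073), and the falls of PH4alphaNE1 (FBgn0039780; log2 change -5.60, SE 0.56, adjusted p = 0.00073), Prx6b (FBgn0033520; log2 change -4.91, SE 1.33, adjusted p = 0.031) and CG10035 (FBgn0038028; log2 change -4.61, SE 0.31, adjusted p = 0.00032). In trachea and removed droplets of stage 13-16 replicate 1, Osi9 stood at 11.2 and 4.55 CPM, slbo at 16.4 and 5.52 CPM and Osi18 at 20.2 and 3.21 CPM; in replicate 2, the trachea had 37.2, 31.6 and 23.7 CPM and the droplets 54.5, 29.3 and 25.6 CPM. Most UMIs behind the bound of Osi9 came from stage 13-16 replicate 2 (361, against 32 in replicate 1). PH4alphaNE1 stood lower in the trachea of the stage 10-12 replicates than in the rest (28.3 and 17.2 against 195 and 122 CPM). A part of free RNA in its fall is therefore open. Prx6b rests on stage 10-12 replicate 2, with 12.7 CPM in replicate 1 and 468.4 CPM in replicate 2. It was not called without that library (-0.63) or without stage 13-16 replicate 1 (-4.95) or 2 (-4.85).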

The intermediate cell subtype transcriptomes were enriched for biological processes integral to tracheal branching morphogenesis, such as regulation of tube size, septate junction assembly, chitin-based cuticle development and Golgi vesicle transport (Fig. 4Cii). 

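Septate junction genes stood at 8801, 11745 and 11639 CPM in the tracheal subclusters made mostly of stage 13-16 replicate 2 cells. In those made mostly of stage 13-16 replicate 1 cells they stood at 5346 and 10732 CPM. In those with more stage 10-12 than stage 13-16 cells in proportion they stood at 5007, 5161 and 6970 CPM. By number, 59.1% of the cells of the last were from stages 13-16. Between stages, 19 of the 22 were higher at stages 13-16, with a median log2 change 0.63 above that of all genes (camera, adjusted p = 0.00037; fry, 0.030). The vesicle coats had a median change 0.24 above all genes (camera, adjusted p = 0.58).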

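Ribosomal protein genes were highest, at 440258 CPM, in the tracheal subcluster with 245 cells of stage 13-16 replicate 1, and stood at 335799 CPM in the other subcluster made mostly of that library. Elsewhere in the trachea they ranged from 298696 to 355674 CPM. In the first of these subclusters, neuron and muscle genes stood at 71.4% of their level in removed droplets, and ribosomal protein genes were as high as 448084 CPM in its replicate 1 cells, against 458993 CPM in the removed droplets of that library. Between stages, the family did not change measurably in the trachea (median 0.08 above all genes; camera, adjusted p = 0.73), and its summed level was 343420, 344150, 403331 and 293977 CPM for stage 10-12 replicates 1 and 2 and stage 13-16 replicates 1 and 2. Leaving out 1 library moved the median from -0.42 (without stage 13-16 replicate 1) to 0.46 (without replicate 2).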

Transcriptomes of the late cell subtype, moreover, were predominantly enriched for translation, likely supporting the apical secretions and corresponding diametrical size increases that occur at late stages (Fig. 4Ciii) (Beitel and Krasnow, 2000).

The tip cell population is a highly dynamic cell subtype found at the ends of migrating branches and was identified within tracheal cell clusters by its high levels of expression of the migratory markers *breathless* (*btl*), which encodes a tracheal-specific fibroblast growth factor receptor (Klämbt et al., 1992), and *Multiple inositol polyphosphate phosphatase 1* (*Mipp1*), a gene that increases the filopodial extensions in tip cells to facilitate migration (Fig. 4D) (Cheng and Andrew, 2015). 

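Among the tracheal subclusters, btl (FBgn0285896) was highest, at 635 CPM, in one of 75 cells with a median of 19801 UMIs. The other tracheal cells had 385 CPM at stages 10-12 and 169 CPM at stages 13-16. Mipp1 (FBgn0026061) stood at 387 CPM in that subcluster and was highest, at 687.5 CPM, in a subcluster with 125 cells of stage 13-16 replicate 2 among its 164. In other tracheal cells of stages 10-12, Mipp1 stood at 593 CPM. Under a minimum of 1000 UMIs per cell, both genes were highest in the same subcluster.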

The transcriptomes of this cell subtype are almost evenly enriched for junction assembly, morphogenesis, cell-cell adhesion and regulators of intracellular signal transduction (Fig. 4Civ). Moreover, tip cells are also enriched in axon guidance terms, suggesting that similar molecular programs are used in cell migration and in elongating axons (Fig. 4Civ) (Aberle, 2019). Although the tip cells have representation from both stage 10-12 and stage 13-16, there is a separation of cells from the different time points (Fig. S5B). 

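The btl-rich subcluster held 64 cells of stage 10-12 replicate 1 and 11 of replicate 2, and no cell of stages 13-16.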

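In the btl-rich subcluster, Brd (FBgn0000216) stood at 603 CPM, from 979 UMIs. Other tracheal cells had 789 CPM at stages 10-12 and 127 CPM at stages 13-16.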

Among the top differentially expressed genes *Bearded* (*Brd*), a regulator of Notch signaling that could facilitate fate choices among tip cells, is enriched in stage 10-12 tip cells (Fontana and Posakony, 2009; Ikeya and Hayashi, 1999) (Fig. S5D). Furthermore, *verm* and *serp* are enriched in stage 13-16 tip cells, which we might expect based on their roles in tube elongation and growth (Luschnig et al., 2006) (Fig. S5D).

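In the btl-rich subcluster of stage 10-12 cells, verm (FBgn0261341) had 16 UMIs (9.85 CPM) and serp (FBgn0260653) 3 UMIs (1.85 CPM). Other tracheal cells of stages 10-12 had 799 CPM of verm and 485 CPM of serp, and those of stages 13-16 had 2916 and 2139 CPM. As no stage 13-16 cell fell in that subcluster, the stages could not be compared within it.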

Together, the tracheal organogenetic transcriptome reveals the significance of tube size regulation during branching morphogenesis of a vital organ (Fig. 2D, Table S4). As the tubules permeate the entire embryonic volume to ensure gas exchange with every cell, genetic mechanisms for the fine-tuning of tubule size (from ∼60 µm for the largest diameter tubules to ∼100 nm for the smallest) are expected to play a leading role in directing morphogenesis (Beitel and Krasnow, 2000). Tracheal tube size regulation is accomplished by coordinated regulation of (1) apical vesicle trafficking, (2) chitin production, modification and structural transformation within the lumen, and (3) organization and function of the septate junctions (Hayashi and Dong, 2017). Thus, we asked whether these functionalities are indeed correlated in the single-cell dataset. We used cross-correlation (Derrick and Thomas, 2004), a metric used to measure the temporal association between two time-series signals to: (1) find the correlation between the average expression along the pseudotime trajectory of the two gene sets and (2) find the lag at which the correlation between the average expression of the two gene-sets is the strongest. The latter metric would inform us which biological function initiates/leads and which follows.

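Levels of the gene sets of Fig. S6 were averaged and smoothed over 200 points along the pseudotime of 1528 tracheal cells. The 75 btl-rich cells were left out. These were all of stages 10-12 and lay at the start of the order (median percentile 2.37), while the paper's tip cells came from both stages. Median depth varied along the order, with 14807, 2389.5 and 22346.5 UMIs in subclusters at percentiles 13.6, 36.7 and 76.0. Its part in the correlations was not tested. Of 30 Golgi vesicle transport genes 29 were found, and of 32 tube size genes 31. The cross-correlation of these sets was 0.651. Within single libraries it was 0.948 and 0.898 in the stage 10-12 replicates, and 0.782 and 0.717 in the stage 13-16 replicates. Ordering the cells by the first principal component moved it most, to 0.996.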

Our results provide evidence for high cross-correlation between Golgi vesicle transport gene set expression dynamics and regulation of tube size gene set expression dynamics (Fig. 4E). 

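The cross-correlation of Golgi vesicle transport and tube size was highest with the Golgi set 0.0151 of pseudotime, 3 of the 200 points, after the tube size set. In stage 13-16 replicate 2 alone the Golgi set came 0.0602 before it, and in each of the other libraries the lag was 0. The sets shared 0 genes.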

The high correlation suggests that the two gene sets have similar average dynamics across pseudotime with a negative lag, indicating that vesicle transport leads the biological process for tube size regulation despite the absence of overlapping genes between sets (Fig. S6A,B). 

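For the chitin set, of which 20 of 21 genes were found, the cross-correlation with tube size was 0.845, with the chitin set 0.0201 of pseudotime later. By library it was 0.864 and 0.820 at stages 10-12 with a lag of 0, 0.866 in stage 13-16 replicate 1 with a lag of 0, and 0.538 in replicate 2 with the chitin set 0.0351 later. A minimum of 1000 UMIs per cell gave 0.449. From a negative lag of the Golgi set in its own curves, the paper proposes that vesicle transport leads tube size regulation.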

Another high correlation was observed between chitin development and tube size regulation (Fig. 4E), with the expression of chitin-based cuticle development genes trailing that of genes implicated in tube size regulation. Unlike with the Golgi transport genes, the chitin-based cuticle development gene set contains seven genes also in the set for tube size regulation (Fig. S6A,C). Altogether, our analysis of the tracheal organogenetic transcriptome reveals the subtle dynamics that underlie growth in branching morphogenesis, while simultaneously capturing genes preferentially expressed in the highly dynamic tip cell population.

### Embryonic germ cell transcriptome reveals two developmental trajectories and suggests a role for proteolysis in the germline

Germ cells (GCs) arise at the posterior end of the embryo (Fig. 2Ci) (Dansereau and Lasko, 2008). During germ band extension, they are passively internalized into the posterior midgut pocket (Fig. 2Cii) (Warrior, 1994). GCs then migrate dorsally through the midgut endoderm into the overlying mesoderm (embryonic stages 9-10) (Fig. 2Ciii-v), subsequently forming separate populations, one on each side of the midline (Fig. 2Cvi). GC migration ceases once GCs and SGPs coalesce to form the gonads (Fig. 2Cviii) (Warrior, 1994). The position of GCs within the coalesced gonads (Fig. 2Cix) determines which cells eventually form the adult germline stem cells and which cells either begin to differentiate (male GCs) or go into a ‘holding pattern’ until pupal stages (female GCs) (Dansereau and Lasko, 2008).

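Clusters named as germ cells held 163 and 79 cells in the stage 10-12 replicates and 1055 and 282 in the stage 13-16 replicates. In the stage 10-12 replicates they were 1.19% and 1.07% of the cells, a difference within their confidence intervals (1.01 to 1.38% and 0.846 to 1.33%). In the stage 13-16 replicates they were 4.82% (4.54 to 5.11%) and 1.28% (1.14 to 1.44%), which differ by more than these intervals.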

GCs were identified as two nearby clusters in the early UMAP (clusters 24 and 32) and in a single split cluster in the late UMAP (cluster 12) (Fig. S1B,D-F) based on expression of known GC marker genes (Fig. S7, Table S3). 

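In stage 10-12 germ cells, the proteasome genes tested, 37 of 48, had a median log2 difference from the rest of the cells 0.59 above that of all genes (camera, adjusted p = 6.0e-05; fry, 0.20), and 19 of the 37 were higher. Their summed level was 6292 and 9203 CPM against 4086 and 3798 CPM in the rest. The ATP synthase genes were not measurably different (median 0.33 above all genes; camera, adjusted p = 0.59), at 6518 and 7936 CPM against 5861 and 5585 CPM. Ribosomal protein genes lay 0.14 below all genes (camera, adjusted p = 4.9e-09; fry, 0.21), and without stage 10-12 replicate 2 their median lay 0.51 above, while the direction given by camera stayed.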

GSEA of stage 10-12 GCs revealed significant enrichment of terms associated with two major processes relative to rest of the embryo (Fig. 2D): (1) proteolysis (both ubiquitin-dependent and ubiquitin-independent) and (2) ATP-coupled transport. GSEA of stage 13-16 GCs revealed proteolysis as the major process represented in GCs relative to all other cells (Fig. 2D, Table S4).

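At stages 13-16, 36 of 37 proteasome genes were higher in germ cells than in the rest, with a median log2 difference 0.81 above that of all genes (camera, adjusted p = 2.4e-09; fry, 0.066). Their summed level was 6077 and 6265 CPM against 2294 and 3339 CPM. For ATP synthase the median was 0.28 above all genes (camera, adjusted p = 0.23), and ribosomal protein genes lay 0.20 below (camera, adjusted p = 0.0042; fry, 0.64). Between the stages, proteasome genes fell by 0.31 relative to all genes (camera, adjusted p = 0.00056; fry, 0.47), and by 0.20 without stage 10-12 replicate 2 (camera, 0.59). Ribosomal protein genes (-0.03) and ATP synthase genes (0.18) did not change measurably, and their directions differed between settings. Of 6950 genes tested between the stages, 7 were called higher at stages 13-16 and 3 lower, with 518 at an unadjusted p below 0.05 and 23 and 8 called by DESeq2. The rises were led by Osi6 (from 0 to 660 UMIs, at least 33.8-fold, adjusted p = 0.038), ImpL1 (FBgn0001256; log2 change 4.33, SE 0.58, adjusted p = 0.030) and CG14756 (FBgn0033275; log2 change 4.22, SE 0.65, adjusted p = 0.037), all of them lower in germ cells than in removed droplets: 54.5 and 204 CPM for Osi6, 91.2 and 135 CPM against 179 and 432 CPM for ImpL1, and 315 and 341 CPM against 495.5 and 1119 CPM for CG14756, for stage 13-16 replicates 1 and 2. The genes called lower were PH4alphaNE1 (log2 change -5.62, SE 0.69, adjusted p = 0.024), BobA (log2 change -2.85, SE 0.35, adjusted p = 0.024) and CG4440 (FBgn0040984, log2 change -2.44, SE 0.37, adjusted p = 0.037). In both stage 10-12 replicates each of these stood lower in germ cells than in the rest, PH4alphaNE1 at 73.3 and 34.9 against 191 and 120 CPM. Free RNA was not tested for falls, so that its part in them is open. Without stage 10-12 replicate 2, Osi6, ImpL1 (3.67), CG14756 (3.32) and CG4440 (-2.66) were not called. With no doublets removed, 458 were called higher and 90 lower, and with a mitochondrial limit of 10% edgeR called none in either direction (624 at an unadjusted p below 0.05), as under a minimum of 1000 UMIs (388).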

To learn how distinct expression profiles correlate with the different stages and populations of embryonic GCs, we clustered cells within the larger GC populations from both stages. This analysis revealed six sub-populations of cells that populate two distinct trajectories (Fig. 5A, Fig. S8A). 

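Clustered on their own, the germ cells of both stages formed 9 subclusters. Neuron and muscle genes stood at 66.6% and 63.6% of their level in removed droplets in the germ cells of the stage 10-12 replicates, and at 57.9% and 38.4% in those of the stage 13-16 replicates, so that a part of free RNA in their order is open.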

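Pseudotime percentiles of germ cells had a median of 44.1 in stage 10-12 replicate 1 (quartiles 26.7 and 54.5) and 52.8 in replicate 2 (44.8 and 62.3). At stages 13-16 it was 61.3 in replicate 1 (35.0 and 81.3) and 12.9 in replicate 2 (upper quartile 26.6), so that stages 13-16 lay on both sides of stages 10-12. With both libraries of a stage weighted alike, the mean of the library medians of stages 13-16 minus that of stages 10-12 was -11.4, and 41.7 under a minimum of 1000 UMIs, so that no direction between the stages is given. A subcluster of 176 cells, with a median of 1820.5 UMIs, held 96 and 62 cells of the stage 10-12 replicates.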

Pseudotime analysis (Fig. 5B) shows that the likely earliest cluster – ‘early GCs’ – is populated by cells from the stage 10-12 replicates with cells from replicate 2 contained almost entirely within this cluster (Fig. S8B). Stage 10-12 replicate 1 includes cells that also populate ‘intermediate cluster 1’ and ‘intermediate cluster 2’ (Fig. S8B). 

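Of stage 10-12 replicate 1, 35 germ cells lay in a subcluster of 327 cells that was made mostly of stage 13-16 replicate 1 (266 cells).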

Much as observed in SGs and trachea, cells from stage 13-16 replicate 2 (Fig. S8B,C) reside between stage 10-12 and stage 13-16 replicate 1 on the continuum and primarily populate intermediate cluster 2. 

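Germ cells of stage 13-16 replicate 2 made up 175 of 189 cells of one subcluster, 30 of 37 of another and 13 of 23 of a further one. The last had a median of 64172 UMIs per cell.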

What we refer to as unknown clusters 1 and 2 comprise cells almost entirely from stage 13-16 replicate 1, our latest sample, based on the pseudotime analysis of the SG and trachea. 

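Germ cells of stage 13-16 replicate 1 made up 432 of 455 cells of the largest subcluster, 266 of 327 and 167 of 198 cells of the next in size and 150 of 156 cells of a smaller one.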

Pseudotime analysis suggests that cells in cluster unknown 1 are earlier than cells in cluster unknown 2 (Fig. 5B).

**Fig. 5.**
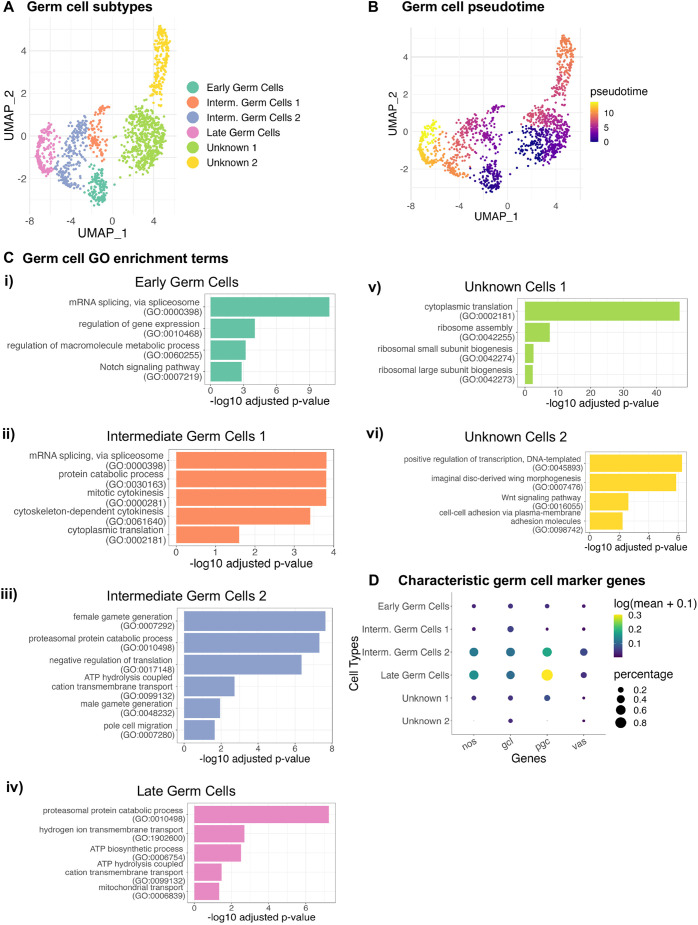
**In-depth analysis of germ cells.** (A,B) UMAP embedding of germ cells (GCs) colored by (A) GC sub-populations and (B) pseudotime ordering. (C) Selected enrichment of biological processes for different GC sub-populations: (i) early germ cells, (ii) intermediate germ cells 1, (iii) intermediate germ cells 2, (iv) late germ cells, (v) unknown cells 1 and (vi) unknown cells 2. For the full enrichment analysis, see Table S10. (D) Dot plot showing the normalized expression and percentage expression of characteristic germ cell marker genes. The size of the dot represents the percentage of cells in the GC subtype in which the gene is detected; the color of the dot represents the mean expression of the gene in the GC subtype.

As for SG and trachea, we performed differential expression analysis (Table S9) and gene set enrichment analysis (GSEA) (Table S10) on the different subpopulations of GCs. GSEA comparing each GC cluster revealed that early GCs show relatively high enrichment of splicing, transcription, macromolecular biosynthesis and morphogenesis (Fig. 5Ci, Table S10). Intermediate cluster 1 GCs are enriched in terms associated with splicing, cell division and translation (Fig. 5Cii). 

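Proteasome genes stood at 7750 CPM in the germ cell subcluster of 327 cells, 6875 CPM in that of 198 and 4692 CPM in that of 189. The highest level, 8469 CPM, was in a subcluster of 37 cells, 30 of them from stage 13-16 replicate 2, and that of 23 cells held 7105 CPM. In the subcluster of 176 cells, with most stage 10-12 cells, they stood at 4997 CPM, and in the subclusters of 455 and 156 cells, from stage 13-16 replicate 1, at 4114 and 2616 CPM. Ribosomal protein genes were highest, at 407916 CPM, in the subcluster of 455 cells, whose replicate 1 cells had neuron and muscle genes at 68.3% of their level in removed droplets. These are levels of subclusters found in the same cells and carry no test.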

Importantly, protein degradation is an enriched process in the intermediate 1 cluster and this process is also highly enriched in both the intermediate 2 and late GC clusters (Fig. 5Cii-iv). Intermediate cluster 2 GCs are relatively enriched in gametogenesis and pole cell migration (Fig. 5Ciii). Although both female and male gamete generation-related processes are enriched in this cluster, female gamete generation processes are more significantly enriched. Finally, both intermediate cluster 2 GCs and late GCs are enriched in ATP (biosynthesis and usage) processes (Fig. 5Ciii,iv). The most enriched process for unknown cluster 1 is translation, with ribosomal protein genes and genes encoding factors involved in the maturation of ribosomal RNAs showing the most significant enrichment (Fig. 5Cv). On the other hand, the most significantly enriched processes in unknown cluster 2 include transcription, morphogenesis, signaling and genes involved in junction assembly (Fig. 5Cvi).

To determine what cell types correspond to the different GC clusters, we examined expression of GC genes that are maternally encoded and play key roles in GCs; *nanos* (*nos*), *germ cell-less* (*gcl*), *polar granule component* (*pgc*) and *vasa* (*vas*) all show highest levels of expression in intermediate 2 and late GCs (Fig. 5D, Fig. S9A). 

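Across germ cell subclusters of any size, nos (FBgn0002962) was highest at 351.7 CPM and pgc (FBgn0016053) at 834.3 CPM in the subcluster of 327 cells, of which 266 were from stage 13-16 replicate 1. There gcl (FBgn0005695) also was highest, at 198.3 CPM. vas (FBgn0283442) was highest in the subcluster of 23 cells, at 252.5 CPM.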

Although late GC expression of both *gcl* and *pgc* is unexpected, both *nos* and *vas* are known to be zygotically expressed in GCs of late-stage embryos (Van Doren et al., 1998; Yatsu et al., 2008), consistent with this trajectory representing germline stem cells (Fig. 5A). Similarly, two genes known to be differentially expressed in the female germline stem cells (*ovo* and *otu*) exhibit relatively higher-level expression in the intermediate 2 and late GC clusters (Fig. S9B). 

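ovo (FBgn0003028) was highest, at 582.6 CPM, in the germ cell subcluster of 23 cells, and otu (FBgn0003023), at 99.2 CPM, in that of 327 cells. From nos, gcl, pgc and vas, together with genes specific to male and female germ cells, the paper proposes that this trajectory leads to germline stem cells.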

Notably, although expression of several of the male GC genes are relatively lower in unknown cluster 1, their expression levels are high in unknown cluster 2 (Fig. S9C). In contrast, the female germline genes show the lowest relative expression of all in unknown cluster 2 (Fig. S9B). Perhaps also noteworthy, the early GC cluster and both unknown clusters had the smallest number of UMIs (Fig. S9D). This finding suggests that the unknown clusters had relatively fewer transcripts and may be lower quality or contain more differentiating cells. 

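The germ cell subclusters with the lowest median depth were that of 176 cells with most stage 10-12 cells, and those of 455 and 156 cells from stage 13-16 replicate 1, with 1918 and 2021.5 UMIs per cell. The smallest subcluster, of 18 cells, had 2784 UMIs.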

Based on pseudotime analysis and on observations from other labs regarding the link between increased translation and GC differentiation (Sanchez et al., 2016), we propose that unknown cluster 1 includes GCs destined to differentiate earlier and not become germline stem cells in the adult. 

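In the germ cell subcluster of 156 cells, 150 of them from stage 13-16 replicate 1, CG6701 (FBgn0033889) stood at 344.5 CPM and Pp2C1 (FBgn0022768) at 239.4 CPM, the highest levels of any subcluster. The same cells held bcd (FBgn0000166) at 601.4 CPM and wisp (FBgn0260780) at 2105 CPM, which are on the list of maternal RNAs drawn up for these cells, and no UMI of nos, where a count of 0 allows 8.76 CPM. Under a minimum of 1000 UMIs per cell, neither CG6701 nor Pp2C1 was highest in a subcluster made mostly of that library.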

Based on the relative levels of expression of male transcripts in unknown cluster 2, including two that are upregulated in spermatogonia (*CG6701* and *Pp2C1*), we hypothesize that cells in this cluster are male GCs that will differentiate into spermatogonia, a process that likely commences at the end of embryogenesis, based on the presence of spermatogonia in first instar larva (Fuller, 1993).

Collectively, our GC clustering, pseudotime and GSEA results confirm processes known to direct GC differentiation while highlighting the potential contribution of less well studied processes (protein catabolism and translation) and cell populations in germline formation.

### Tissue-specific sources of the *Drosophila* matrisome

Access to transcripts expressed in every tissue of the developing embryo will inform future studies on the formation and specialization of individual organs. Indeed, we have explored the gene sets expressed at crucial stages in the formation of the SG, trachea and germline. Organogenesis, however, also involves extracellular constituents (Abrams et al., 2006; Devine et al., 2005; Serna-Morales et al., 2023; Walma and Yamada, 2020). Hence, to further test the power and versatility of our organogenetic transcriptomes, we used our data to identify the embryonic cellular sources of expression for the matrisome – the ensemble of 641 genes expressing the *Drosophila* extracellular matrix (ECM) and ECM-associated proteins (Davis et al., 2019). The matrisome includes genes encoding core ECM proteins (collagens, glycoproteins and proteoglycans), matrix-associated proteins, ECM regulators (enzymes that modify ECM proteins) and a variety of secreted substances, including glue proteins, chorion and vitelline membrane components, mucin-like proteins and the chitinous materials that form the exoskeleton. To learn which embryonic cell types express different matrisome, we analyzed relative expression levels of selected matrisomal genes in our stage 10-12 and stage 13-16 datasets (Tables S11, S12).

Many matrisomal genes are expressed in the different cell types identified in our early and late clusters (Fig. 6A,B). The *Drosophila* ‘blood cells’, known as hemocytes, include two cell types in the embryo: the abundant plasmatocytes, which function in phagocytosis and the production of anti-microbial peptides (AMPs); and the less abundant crystal cells (<5% of hemocytes), which produce the enzymes required during larval stages for the deposition of melanin around parasites and wounds (Rizki and Rizki, 1959; Schulz and Fossett, 2005; Vlisidou and Wood, 2015). Accordingly, we observe high level expression of a wide range of genes required for phagocytosis, recovering many of the same genes identified by others in bulk sequencing of purified plasmatocytes from stage 16 embryos (Fig. 6A,B) (Cattenoz et al., 2020). Another function of plasmatocytes during embryogenesis and larval stages is the production of the specialized ECM, known as the basement membrane or basal lamina, which surrounds and compartmentalizes different tissues and organs (Olofsson and Page, 2005). Thus, it is not surprising to find that plasmatocytes express the highest levels of the two major collagen genes produced in embryos, *viking* and *Col4a1*, and of the genes encoding the enzymes required for collagen maturation: *Plod*, which encodes procollagen lysyl hydroxylase, and *PH4αEFB*, which encodes a prolyl-4-alpha hydroxylase (Fig. 6A,B). These ER-localized enzymes hydroxylate the lysines and prolines on collagen propeptides – post-translational modifications that are required for the cross-linking and secretion of collagen. 

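Levels were ranked within each library over cell types of at least 20 cells, 22 and 20 at stages 10-12 and 27 in each stage 13-16 replicate. vkg (FBgn0016075), Col4a1 (FBgn0000299), Plod (FBgn0036147) and PH4alphaEFB (FBgn0039776) were highest in plasmatocytes in all 16 combinations of gene and library. Col4a1 stood at 615.8 and 203 CPM in plasmatocytes of the stage 10-12 replicates and 2811 and 4604 CPM of the stage 13-16 replicates, and the next cell type had at most 285.8 CPM. vkg stood at 229 and 85.2 CPM and at 992 and 1701 CPM. Plod stood at 849 and 481 CPM and at 1420.2 and 2224 CPM, and PH4alphaEFB at 439 and 274 CPM and at 403 and 825 CPM. A minimum of 1000 UMIs moved the tally most, to 13 of 16. Ranks within a library are not tests.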

Hindgut muscle and fat body express high levels of genes encoding the other major constituents of the basal lamina, the laminins (LanA1, LanB1 and LanB2) (Sánchez-Sánchez et al., 2017), during embryonic stages 10-12, whereas plasmatocytes express the highest levels of these transcripts in stage 13-16 embryos (Fig. 6A,B). 

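At stages 10-12, LanA (FBgn0002526) was highest in plasmatocytes of replicate 1 (514.5 CPM; hindgut muscle 436 and fat body 383 CPM) and of replicate 2 (336.5 CPM; fat body 333 CPM). LanB2 (FBgn0267348) was highest in plasmatocytes (691 and 468.6 CPM; fat body 465.6 and 426 CPM). LanB1 (FBgn0261800) was highest in hindgut muscle in replicate 1 (1205 CPM) and in the fat body in replicate 2 (849.6 CPM). Of the 6 combinations, 2 were thus highest in hindgut muscle or fat body; ranked by the mean of log-normalized values over cells, all 6 were. At stages 13-16, plasmatocytes were highest in all 6, with 1571 and 2077 CPM of LanA, 2031 and 2831 CPM of LanB1 and 1457 and 1794.5 CPM of LanB2. By the mean of log-normalized values, 3 of those 6 were.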

The other Laminin A gene [*wingblister* (*wb*)] is expressed to highest levels in the anterior and posterior midgut primordia at early stages and in the esophagus at late stages (Fig. 6A,B). 

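wb (FBgn0261563) was highest in the anterior and posterior gut primordium in every library, with 937 and 582 CPM in the stage 10-12 replicates and 983 and 417 CPM in the stage 13-16 replicates. The next cell type was the trachea at stages 10-12 (557 and 457 CPM), and at stages 13-16 the epipharynx (752 CPM) in replicate 1 and circular visceral mesoderm (392 CPM) in replicate 2. A higher clustering resolution left the gut primordium highest in neither stage 10-12 replicate.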

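Ppn (FBgn0003137), Pxn (FBgn0011828) and SPARC (FBgn0026562) were ranked over the cell types of each library. Plasmatocytes came first in all 12 combinations of gene and library. In the stage 10-12 and then the stage 13-16 replicates, Ppn stood there at 3047, 1875, 5337 and 6788 CPM, Pxn at 257, 139, 646 and 741 CPM, and SPARC at 681, 276, 2184 and 3866 CPM.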

Additional basement membrane proteins and ECM glycoprotein genes (*Ppn*, *Pxn* and *SPARC*) are also most highly expressed in plasmatocytes (Fig. 6A,B). The ECM glycoprotein gene *Tiggrin* is expressed at high levels in both pharyngeal muscle and plasmatocytes. 

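Tig (FBgn0011722) was highest in longitudinal visceral mesoderm (124 CPM) in stage 10-12 replicate 1, where plasmatocytes had 90.3 CPM, and in plasmatocytes in replicate 2 (35.4 CPM, from 49 UMIs). At stages 13-16 it was highest in plasmatocytes (555.6 and 827 CPM), followed by pharyngeal muscle (341 and 289.7 CPM).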

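trol (FBgn0284408) encodes Perlecan. In the stage 10-12 replicates it was highest in the cluster led by cuticle genes (231 CPM) and in glia (82.4 CPM), and pharyngeal muscle had 87.7 CPM in replicate 1. In both stage 13-16 replicates it was highest in longitudinal visceral mesoderm (229.6 and 387 CPM), with 197.5 and 283.5 CPM in pharyngeal muscle. Pharyngeal muscle was therefore first in 0 of 4 libraries, and in 1 with a mitochondrial limit of 10%. At stages 10-12 the cluster of this name shares the leading genes bt and Mhc with pharyngeal muscle of stages 13-16. It also shares Mlc2, Mlc1, Mlp60A and Tm2 with a somatic muscle cluster of stages 13-16, so that its name is uncertain.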

Perlecan and Trol are expressed at their highest levels in pharyngeal muscle. 

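Ndg (FBgn0026403) was highest in hindgut muscle (338 CPM) in stage 10-12 replicate 1 and in somatic muscle (72.9 CPM) in replicate 2, where hindgut muscle had fewer than 20 cells and was not ranked. At stages 13-16 it was highest in circular visceral mesoderm of replicate 1 (379.6 CPM; hindgut muscle 357 CPM) and in longitudinal visceral mesoderm of replicate 2 (615 CPM; sensory neurons 583 CPM). Hindgut muscle or sensory neurons came first in 1 of 4 libraries, and in all 4 when no doublets were removed.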

The Nidogen gene is expressed at its highest levels in the hindgut muscle at early stages and in both hindgut muscle and lateral sensory neurons at late stages (Fig. 6A,B).

**Fig. 6.**
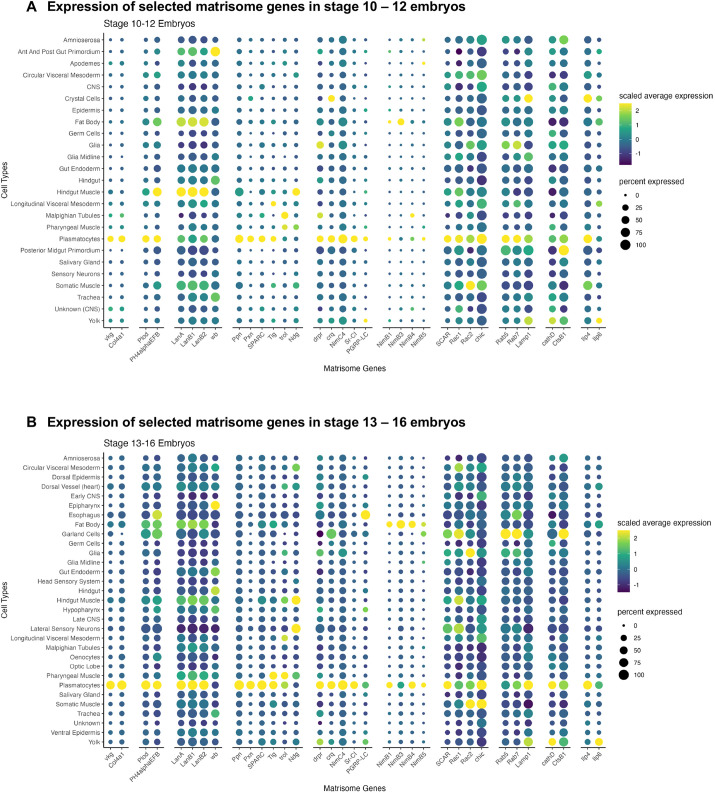
**In-depth analysis of selected matrisomal genes across stage 10-12 and stage 13-16 embryonic cell types.** (A,B) Dot plots of selected matrisomal genes across embryonic cell types in (A) stage 10-12 embryos and (B) stage 13-16 embryos. The size of the dot represents the percentage of cells in the embryonic cell type in which the gene is detected; the color of the dot represents the mean expression of the gene in the embryonic cell type.

We observe plasmatocyte expression of many genes implicated in phagocytosis (Melcarne et al., 2019), including genes encoding phagocytic receptors and opsinins (secreted molecules that bind microbes to promote efficient uptake by phagocytic cells). 

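Over 18 genes of phagocytosis, plasmatocytes had the highest level in 55 of 72 combinations of gene and library, and in 45 under a minimum of 1000 UMIs. Against the rest of the cells, 2126 genes were called higher and 2323 lower in plasmatocytes at stages 10-12, and 2058 and 3344 at stages 13-16.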

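For the receptors drpr (FBgn0027594), crq (FBgn0015924), NimC4 (FBgn0260011), Sr-CI (FBgn0014033) and PGRP-LC (FBgn0035976), plasmatocytes came first in 17 of 20 combinations of gene and library. NimC4 stood at 6970 and 3534 CPM in the stage 10-12 replicates and 3548 and 5224 CPM in the stage 13-16 replicates, and Sr-CI at 800.3, 429, 322 and 322 CPM, where the next cell type had at most 15.4 CPM. The exceptions were PGRP-LC at stages 13-16, highest in the esophagus (94.7 and 108 CPM; plasmatocytes 49.6 and 63.7 CPM), and crq in stage 13-16 replicate 2, highest in crystal cells (1053 CPM; plasmatocytes 423 CPM).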

The phagocytic receptor genes include those encoding Draper (*drpr*) and Croquemort (*crq*), which recognize bacteria and apoptotic cells, Nim4C, which is specific to apoptotic cells, and dSr-Cl and PGRP-LC, which are bacteria specific (Fig. 6A,B). 

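Between stages in plasmatocytes, 973 genes were called higher at stages 13-16 and 463 lower among 7570 tested. NimB1 (FBgn0027929) rose by a log2 of 4.06 (SE 0.54, adjusted p = 0.0014), NimB3 (FBgn0054003) by 4.75 (SE 0.31, adjusted p = 0.00012), NimB4 (FBgn0028542) by 4.32 (SE 0.62, adjusted p = 0.0019) and NimB5 (FBgn0028936) by 1.96 (SE 0.40, adjusted p = 0.0089). All 4 were called over all genes, adjusted over the list alone and by DESeq2; the list was chosen on these samples and the second count is not independent evidence. Plasmatocytes with a UMI went from 2.71% to 26.5% for NimB1, from 2.71% to 38.1% for NimB3, from 5.96% to 42.4% for NimB4 and from 2.17% to 13.2% for NimB5. The later shares differed between stage 13-16 replicates 1 and 2, at 10.5% and 49.0%, 22.3% and 60.3%, 21.8% and 71.4%, and 6.82% and 22.2%. In the CNS, taken as background, the shares at stages 10-12 and 13-16 were 0.0497% and 0.815%, 0.547% and 5.50%, 0.124% and 2.71%, and 0.0497% and 0.158%. The median depth was 2619 and 9486 UMIs per plasmatocyte and 3047 and 3488 per CNS cell. After every plasmatocyte was thinned to 1000 UMIs, the shares were 0.361% and 4.55% for NimB1, 0.361% and 8.84% for NimB3, 0.722% and 13.5% for NimB4 and 0.361% and 0.893% for NimB5. The fat body had more NimB3 than plasmatocytes in every library (543 and 506 CPM against 107 and 117 CPM at stages 13-16). Under a minimum of 1000 UMIs per cell, edgeR called 0 genes in either direction (1480 at an unadjusted p below 0.05), and the adjusted p values of the NimB genes were 0.067 to 0.15. The largest rises were those of Osi15 (FBgn0037424; from 0 UMIs, at least 34.9-fold, adjusted p = 0.0097), Osi6 (from 1 to 1132 UMIs, 465.3-fold with a counting interval of 83.3 to 18395, adjusted p = 0.00090) and CG12009 (FBgn0035430; from 0 UMIs, at least 19.0-fold, adjusted p = 0.0026). Osi15 was not called without stage 10-12 replicate 1. Most of its UMIs came from stage 13-16 replicate 2 (230, against 25 in replicate 1). These stood below removed droplets in both stage 13-16 replicates: Osi15 at 4.37 and 28.5 CPM against 17.4 and 159 CPM, Osi6 at 29.5 and 119 CPM, and CG12009 at 6.29 and 12.8 CPM against 12.3 and 55.8 CPM. The largest falls were those of PH4alphaNE1 (log2 change -5.82, SE 0.49, adjusted p = 0.00022), CG3597 (FBgn0031417, log2 change -5.63, SE 0.39, adjusted p = 0.00015) and CG14111 (FBgn0036350, log2 change -4.84, SE 0.93, adjusted p = 0.0069). PH4alphaNE1 stood lower in plasmatocytes of the stage 10-12 replicates than in the rest (26.1 and 19.5 against 196 and 122 CPM). A part of free RNA in its fall is open. CG3597 and CG14111 stood above the rest in both of these replicates.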

Several secreted Nim genes (*NimB1*, *NimB3*, *NimB4* and *NimB5*) are expressed in a much higher percentage of cells in later stage plasmatocytes than in early (Fig. 6A,B). 

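Among the genes of engulfment, SCAR (FBgn0041781) was highest in plasmatocytes in every library, with 386 and 246 CPM at stages 10-12 and 272 and 275 CPM at stages 13-16. chic (FBgn0000308), which encodes profilin, also was, with 5914, 5819, 4568 and 5225 CPM. Rac1 (FBgn0010333) was highest there at stages 10-12 only (475.5 and 391 CPM), and Rac2 (FBgn0014011) in all libraries but stage 13-16 replicate 2, where glia had 664 CPM and plasmatocytes 501.6 CPM. Together these made 13 of 16 combinations.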

Factors involved in engulfment, including SCAR, Rac1, Rac2 and profilin (*chic*), are highly upregulated in plasmatocytes at both stages. 

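Rab5 (FBgn0014010) stood in plasmatocytes at 832 and 780.5 CPM at stages 10-12 and 527 and 512 CPM at stages 13-16, and was highest there in all libraries but the last, where glia had 557 CPM. Rab7 (FBgn0015795) was highest in plasmatocytes throughout, with 497, 407, 361 and 417 CPM. Lamp1 (FBgn0032949) was highest in crystal cells in 3 libraries, with plasmatocytes next (787, 640 and 1286 CPM), and highest in plasmatocytes in stage 13-16 replicate 1 (995.6 CPM).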

Two Rabs implicated in phagosome maturation, Rab5 and Rab7, are also expressed in plasmatocytes, as is LAMP1, a lysosomal protein needed for fusion of the lysosome and phagosome. Altogether, these findings suggest plasmatocytes begin expressing components of the ECM/basal lamina and key mediators of phagocytosis quite early.

Although our transcript analyses fully support the roles of embryonic plasmatocytes in phagocytosis and secretion of the basal lamina, we find no evidence that these cells express the anti-microbial peptides (AMPs) genes that they produce at later stages (Ferrandon et al., 2007). Transcripts for Drosomycin, Drosocin, Diptericin, Bomanins, Cecropins, Defensins and Metchnikowin are undetectable in plasmatocytes (Fig. S10A,B). This is in keeping with the protected (sterile) environment of the embryo inside two protective layers (the chorion and vitelline membranes) and could suggest that the phagocytic activity of embryonic plasmatocytes is primarily the engulfment of apoptotic cells.

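Over 24 genes of these families, plasmatocytes had 20 UMIs from 4 genes at stages 10-12 and 169 UMIs from 13 genes at stages 13-16, of which BomS5 (FBgn0040734) gave 17 and 103. A UMI of any of them was found in 3.07% of plasmatocytes at stages 10-12 (95% confidence interval 1.80 to 4.87%) and 10.0% at stages 13-16 (8.32 to 11.9%). The latter joins 5.0% in replicate 1 (3.47 to 6.95%) and 17.1% in replicate 2 (13.8 to 20.8%). In the CNS, taken as background, the shares were 1.27% (0.945 to 1.66%) and 3.58% (3.18 to 4.00%). With every cell thinned to 1000 UMIs, they were 0.181% and 0.625% in plasmatocytes and 0.273% and 0.855% in the CNS, from 1 and 7 plasmatocytes, too few to set a difference. In CPM, which does not depend on depth per cell, the sum of these genes was 2.57 and 6.50 in plasmatocytes of the stage 10-12 replicates, against 2.76 and 1.03 in the CNS, and 11.9 and 12.5 against 7.44 and 6.51 at stages 13-16. From the genes of the basal lamina and of phagocytosis, the paper proposes that plasmatocytes begin expressing their components early.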

Our analysis of the matrisome also revealed that, quite unexpectedly, two insulin-like protein genes, *Ilp4* and *Ilp6*, are expressed most highly in embryonic hemocytes (both in plasmatocytes and crystal cells) and in yolk cells, respectively (Fig. 6A,B). 

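Ilp4 (FBgn0044049) was highest in crystal cells in stage 10-12 replicate 1 (1331 CPM; plasmatocytes 1202 CPM) and in plasmatocytes in replicate 2 (1279 CPM; crystal cells 731 CPM). It was highest in plasmatocytes in both stage 13-16 replicates (977 and 1016 CPM), ahead of crystal cells (100.1 and 526 CPM). Ilp6 (FBgn0044047) was highest in the yolk in stage 13-16 replicate 2 alone (687 CPM). In the other libraries it was highest in longitudinal visceral mesoderm (183.6 CPM), crystal cells (215 CPM; yolk 184 CPM) and plasmatocytes (289 CPM; yolk 82.0 CPM). The yolk came first in 3 of 4 libraries when no doublets were removed. Besides its ranking, the paper reports in situ hybridization with Ilp4 in plasmatocytes and crystal cells and Ilp6 in yolk.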

The SG, fat body and other tissues are the major sources of these growth-promoting hormones during larval stages (Brogiolo et al., 2001; Okamoto et al., 2009), and the fat body is the primary source of Ilp6 in adults, based on scRNA-seq from Fly Cell Atlas (Li et al., 2022) (Fig. S11A-C). Perhaps having the abundant yolk and widely distributed hemocytes as the major sources of these growth-promoting hormones ensures their availability across all tissues in embryonic and early larval stages. Although the growth of embryonic cells has not, for the most part, been measured, we have discovered that both SG and tracheal cells double in volume during embryogenesis (Loganathan et al., 2022).

Our matrisome analysis also revealed the dynamics of transcripts for cuticle synthesis and processing during embryogenesis. During stages 10-12, the apodemes (which function as ‘tendons’ to attach muscles to the exoskeleton) express both the highest levels and highest variety of these genes (Fig. S12). 

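The 123 cuticle protein genes were summed over the cells of each type. In stage 10-12 replicate 1 they stood at 87508 CPM in the cluster led by cuticle genes (101 cells), which had UMIs of 82 of them, led by Lcp65Ac (16085 CPM), Lcp65Ag2 (12044 CPM) and Cpr47Eg (8815 CPM). The next cell type was pharyngeal muscle, with 410.1 CPM. In replicate 2 the cluster had 14 cells and was not ranked, and the highest level was 139 CPM, in midline glia. The result therefore rests on a single library. Tendon genes were also high in this cluster, where sr (FBgn0003499), Tsp (FBgn0031850), slow (FBgn0035539) and Lrt (FBgn0034540) stood at 20.6, 76.4, 16.5 and 37.2 CPM.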

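At stages 13-16, cuticle genes were highest in oenocytes of replicate 1 (1323 CPM in 48 cells, of which Cpr49Ag gave 1237 CPM), followed by the esophagus (262 CPM). In replicate 2 the esophagus was highest (1001 CPM, of which TwdlF gave 521 CPM), followed by the hypopharynx (248 CPM). The hypopharynx had 133 CPM in replicate 1. The cluster named as esophagus has Osi6, Osi7, ImpE2, ImpL1, CG10591 and CG9184 among its leading genes, as has a cluster of the epidermis. Sensory neurons stood at 44.5 and 76.8 CPM, and oenocytes of replicate 2 at 61.2 CPM.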

High-level expression of subsets of cuticle genes is detected in the esophagus, hypopharynx and lateral sensory neurons during only stages 13-16 (Fig. S13), suggesting that the transcriptome for cuticle synthesis and secretion is tissue and stage specific. 

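The epidermis stood at 68.1 and 21.0 CPM of cuticle genes in the stage 10-12 replicates, where it ranked 18th of 22 and 13th of 20 cell types. At stages 13-16 it stood at 100.6 and 189 CPM and ranked 6th and 4th of 27. From the genes found in the esophagus, hypopharynx and sensory neurons, the paper proposes that cuticle synthesis is specific to tissue and stage.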

Supporting this idea, we did not observe high expression of cuticle protein genes in epidermal cells of either early or late embryos. This suggests that cuticle genes are not highly expressed in the epidermis until immediately before the synthesis and secretion of the larval cuticle (stage 17). In summary, detailed analysis of our embryonic single cell transcriptomes reveals both expected and unexpected findings that provide potential insight into ECM-mediated cellular functions during organogenesis.

### Transcriptome comparisons reveal that the majority of the embryonic cell lines are most similar to plasmatocytes

*Drosophila* embryonic cell lines are commonly derived spontaneously from primary cultures of embryos (Simcox et al., 2008). As a result, the tissue of origin is often unclear, an issue further complicated by the difficulty of cleanly isolating embryonic tissues for comparison. Here, we use scRNA-seq data to identify the likely tissue of origin by assessing transcriptome similarities between embryonic cell lines and primary tissues using our scRNA-seq data. We downloaded bulk RNA-seq data of five embryonic cell lines, S3, S1, Kc167, GM2 and 1182.4H from FlyBase (Gramates et al., 2022). To ensure compatible comparisons of scRNA-seq and bulk expression profiles, we averaged the expression profiles of all the cell types in our stage 10-12 and stage 13-16 scRNA-seq data into *pseudo-bulk* expression profiles that serve as a cell type reference expression matrix with 1604 unique tissue marker genes. To test the capability of our cell type reference expression matrix, we gathered 27 expression profiles from adult *Drosophila* tissues (Li et al., 2022) and computed Spearman's rank correlation coefficients with the reference matrix (Fig. S14A,B). Overall, the top correlated tissues from the scRNA-seq data match well with the annotations of bulk expression data, except for adult midgut and adult/larval salivary gland (Fig. S14B).

We then computed Spearman's correlations between the expression profiles of the query embryonic cell-line and the cell type reference expression matrix. We found that four out of five embryonic cell lines are most correlated with plasmatocytes (Fig. 7A, Fig. S14C). S3 and S1 correlate most with stage 10-12 plasmatocytes, and GM2 and 1182.4H correlate most with stage 13-16 plasmatocytes (Fig. 7A). Surprisingly, although Kc167 was previously found to have plasmatocyte-like properties (Klonaros et al., 2023), we found that it is transcriptionally most like Malpighian tubules (Fig. 7A).

**Fig. 7.**
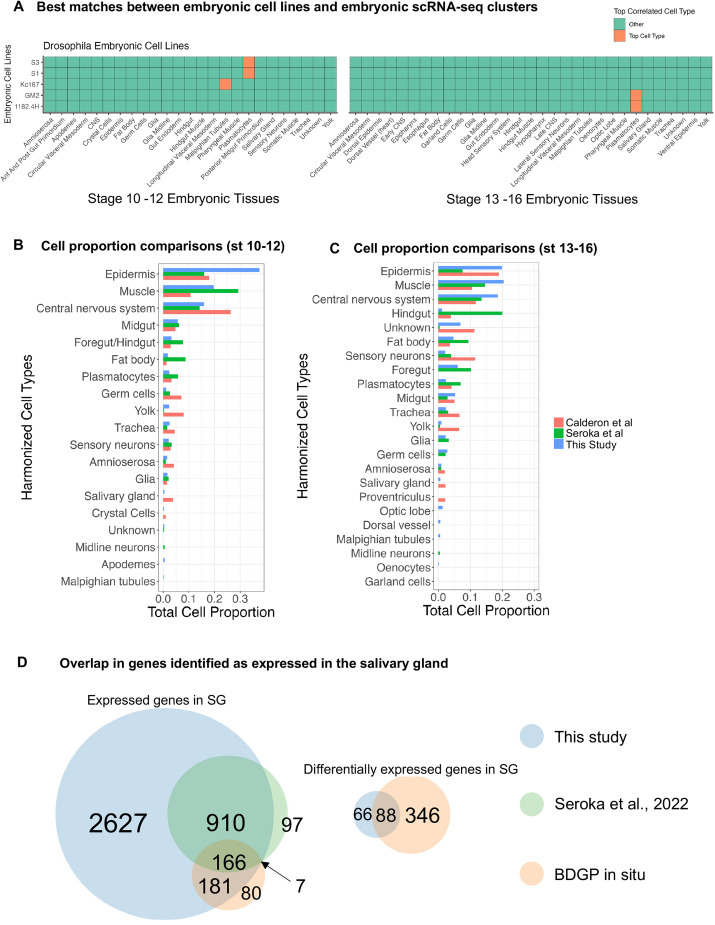
**Alignment of *Drosophila* embryonic cell line transcriptional profiles with transcriptional profiles of embryonic cell types in stage 10-12 and stage 13-16.** (A) Heatmap showing the best match between the bulk expression of embryonic cell lines and (stage 10-12 and stage 13-16) the pseudo-bulk expression of embryonic scRNA-seq cell types. The orange squares represent the cell type with which the embryonic cell lines are most correlated in terms of the transcriptional profiles of 1604 tissue marker genes. (B,C) Cell type proportion comparisons across three single-cell datasets: Calderon et al. (2022), Seroka et al. (2022) and this study for cells in (B) stage 10-12 and (C) stage 13-16. (D) Comparison of the number of genes detected in SG cells from this study, Seroka et al. (2022) and the Berkeley *Drosophila* Genome Project *in situ* hybridizations.

### Cross-validation of the organogenetic transcriptome with other *Drosophila* embryonic scRNA-seq datasets

At least four major single cell sequencing datasets have been generated from *Drosophila* embryos (Calderon et al., 2022; Karaiskos et al., 2017; Sakaguchi et al., 2023; Seroka et al., 2022); two of those overlap the stages examined in our study (Calderon et al., 2022; Seroka et al., 2022). Calderon et al. acquired continuum single nucleus RNA sequencing data for embryogenesis and focused their analyses on resolving the transcriptional regulatory dynamics at high temporal resolution. Seroka et al. acquired data from embryonic stages 12-16, comparable with our organogenesis datasets, focusing primarily on *Drosophila* neurogenesis. To contextualize and compare our data with these two previously published datasets, we performed a suite of comparative analyses, beginning with tabulation of the key features of raw data acquisition that showed the read depth of our data was comparable with that of Seroka et al. and five- to tenfold higher than that of Calderon et al. (Table 1).

**Table 1.**
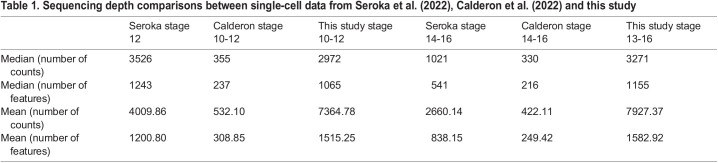
Sequencing depth comparisons between single-cell data from Seroka et al. (2022), Calderon et al. (2022) and this study

To ensure fair comparisons of cell types across all three datasets, we harmonized and/or unified the different cell labels across the three datasets (Table S13). Harmonized cell type comparisons show that, all three datasets largely capture epidermis, muscle and central nervous system as the top three clusters with the highest proportions of cells (Fig. 7B,C). Different from the other two studies, the hindgut cell proportion from the Seroka et al. (2022) (stage 14-16) dataset is relatively higher, whereas the epidermis proportion is relatively lower (Fig. 7C).

Next, to compare the agreement of cell type annotations across the three datasets, we used the post-harmonization data from the other two studies as reference data to train SingleCellNet (SCN) classifiers (Tan and Cahan, 2019). Remarkably, our cell typing results largely agree with those of Seroka et al. (Seroka et al., 2022), except for the foregut/hindgut (hindgut and anterior/posterior gut primordium), which were classified as a mix between midgut and epidermis in early stages (Fig. S15A). The foregut (epipharynx, hypopharynx and esophagus) and hindgut from our data, moreover, are classified as epidermis in late stages using Seroka et al.’s data as a reference (Fig. S15B). The SCN classifier trained on Calderon et al. (2022), however, showed inconsistencies between our cell typing and theirs (Fig. S15A,B); the misclassification is due likely to differences in sequencing depth (Table 1).

In addition to the major cell types identified by all datasets, many cell types were detected only in our dataset, which we validated with the *in situ* data from the Berkeley Drosophila Genome Project (BDGP) (Tomancak et al., 2007; Weiszmann et al., 2009). The rare cell types identified from our early-stage organogenetic transcriptomes that were missing in at least one of the other datasets are: (1) apodemes (Fig. S16), (2) SG (Fig. S17), (3) Malpighian tubules (Fig. S18) and (4) crystal cells (Fig. S19). The rare cell types identified from our late-stage organogenetic transcriptomes that were missing in at least one of the other datasets are: (1) optic lobe (Fig. S20), (2) SG (Fig. S21), (3) dorsal vessel (Fig. S22), (4) Malpighian tubules (Fig. S23), (5) oenocytes (Fig. S24), (6) garland cells (Fig. S25), (7) epipharynx (Fig. S26), (8) esophagus (Fig. S27), (9) hypopharynx (Fig. S28), (10) hindgut (Fig. S29), (11) hindgut muscle (Fig. S30) and (12) pharyngeal muscle (Fig. S31).

Two possibilities could account for the absence of these rare cell types from the previously published organogenetic transcriptomes (Calderon et al., 2022; Seroka et al., 2022): (1) the rare cells may have been lost either during the cell isolation steps or subsequent sequencing steps and/or (2) the rare cell types may have been either missed during the annotation step or misannotated. To determine whether the rare cell types exist in the published datasets under different labels, we used our early- and late-stage datasets and their corresponding labels as training data for SCN classifiers, and applied them to the previously published datasets. Using this approach, we successfully identified crystal cells but not apodemes, SG cells or Malpighian tubules in the stage 12 single cell transcriptomes from Seroka et al. (Fig. S32A-D). The crystal cells identified by our SCN classifiers are a small population previously annotated as hemocytes (Seroka et al., 2022). We identified a tiny population of apodeme cells in Calderon et al. (Fig. S32E). Our SCN classifiers, moreover, successfully detected the presence of small clusters of cells for optic lobe, SG, dorsal vessel, Malpighian tubules, oenocytes and garland cells from Seroka et al.’s datasets for stages 14 and 16 (Fig. S33). Our cross-validation analysis with the data from Seroka et al. suggests that these rare cell types were previously annotated under more general labels, with some even falling into the unknown category (oenocytes). With the stage 14-16 datasets from Calderon et al., however, our SCN classifiers were not able to identify sufficient cells that resemble any of the rare cell types (Fig. S34).

Finally, to test the gene capture efficacy of our single-cell organogenetic data, we compared the genes captured by scRNA-seq technology with *in situ* data from the BDGP. We chose the SG to perform this test because of the transcriptional homogeneity in the tissue and the ease of its identification (simple morphology) both early and late by *in situ*. For the analysis, we selected all genes that were expressed in at least 10% of the SG cells in our scRNA-seq data from either stage 10-12 or stage 13-16 and all the genes that were expressed in at least 10% of the SG classified cell clusters (Fig. S33B) from all three timed collections in Seroka et al. (2022), and compared with genes expressed in the SG based on *in situ* data from the BDGP (Fig. 7D). In total, we identified 3884 SG expressed genes in our scRNA-seq data, 1180 SG expressed genes in the Seroka et al. data and 434 genes annotated as expressed in SG from the BDGP (Fig. 7D). 

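A gene was counted as expressed in the SG when at least 10% of SG cells of a stage had a UMI of it. This gave 4822 genes at stages 10-12 and 3546 at stages 13-16, in all 5043, of which 3325 were expressed at both. Within single libraries the counts were 5328 and 3949 at stages 10-12 and 2114 and 6240 at stages 13-16, which follow the depth of the cells. At 5% of cells the count over both stages was 6221, and at 20% it was 3444.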

Broadly, 91% of the SG genes (1076/1180) from the Seroka et al. data and 80% (347/434) of the BDGP genes were captured in our scRNA-seq data. Notably, only seven BDGP genes not found in our data were found in the Seroka et al. data, whereas 80 BDGP genes were not captured in scRNA-seq data. Furthermore, from the SG expressed genes in our dataset, we identified 154 genes that were significantly upregulated in the SG compared with all other cell types (*P*_adj_≤0.05), a conservative estimate of SG-specific genes. Among these, 88 genes (57%) were identified by BDGP as SG expressed. Collectively, this demonstrates that scRNA-seq can capture most expressed genes in tissues found by *in situ* hybridization (80%) and can be used as a complementary high-throughput method to *in situ* hybridization for studying gene expression across tissues.

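Of the expressed genes, 710 were called higher in the SG than in the rest of the cells in at least 1 stage, and 385 in both. Without the term for the library, the count was 231, the alternative farthest from it.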

## DISCUSSION

In this study, we acquired single cell transcriptomes capturing organogenesis in the *Drosophila* embryo. Our initial analysis of the data from three organs – the SG, trachea and the germline cells (GCs) – provides glimpses into the potential of these datasets. The data can reveal when specific cellular and biochemical processes that are crucial for morphogenesis and physiological changes ensue. They can reveal entire gene expression programs for each organ as well as for specialized cell types within organs and they can expose previously unappreciated processes likely to be crucial for cellular programming. Through the interrogation of the expression of single genes across cell types, our data provide insight into the cellular origins of the embryonic matrisome – a key component of organ function and mechanics. Finally, by creating pseudo-bulk expression profiles from our scRNA-seq data, we identified the likely cell type of origin for commonly used *Drosophila* tissue culture cell lines.

### Transcriptomic analysis of somatic tissues reveals temporal details in the expression of TFs and downstream events

Our analyses of SG gene expression reveals that the most enriched process in the SG compared with all other cell types is secretion. For both staged collections, the top three enriched biological processes of the SG transcriptomes contain genes encoding core secretory machinery (Table S4). This is not surprising; we have previously shown this gene set to be upregulated in the SG through microarray and *in situ* studies, where we have further demonstrated that genes encoding the secretory machinery are under the direct control of a single early and continuously expressed TF – CrebA (Abrams and Andrew, 2005; Fox et al., 2010; Johnson et al., 2020). The upregulation of the translation machinery (e.g. ribosomal protein genes), which shows a slight temporal lag relative to secretory function based on pseudotime ordering (Fig. S3C,D), likely provides for the corresponding increases in translation that support increased secretory load. Although increases in translation also support cellular growth, we suspect that the heightened enrichment of this process in the late SG more likely reflects its support of secretory function, as SG cell growth is continuous during embryonic development (Loganathan et al., 2022). Our examination of SG TF expression reveals that, although we recovered fewer SG cells than expected at both stages, we easily detected TF transcripts that were only transiently expressed, some of which were also expressed in only a subset of SG cells. Importantly, 91% of SG transcripts derived from the Seroka et al. (2022) data and 80% of SG annotated genes from BDGP *in situ* data were included in our set. Importantly, sharing our findings with the BDGP lead to the re-examination and re-annotation of several genes; *CG2663*, *CG11052*, *SodH1*, *CG10365*, *Slc45-1*, *ng1* and *Inx7* are no longer listed as SG expressed. Three genes were re-annotated to indicate their expression in the adult SG primordia (imaginal ring) and not in the embryonic SG: *CG2157*, *CG43394* and *Tsp74F*. 

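Against the rest of the cells, Tpst (FBgn0086674), pio (FBgn0020521), CG31808 (FBgn0062978), CG33169 (FBgn0053169), CG34190 (FBgn0085219) and CG46385 (FBgn0286778) were all called higher in the SG in both stages, by edgeR over all genes, adjusted over the list alone and by DESeq2. At stages 10-12 their log2 differences were 5.88 (SE 0.27, adjusted p = 5.4e-98), 3.20, 4.02, 3.52, 9.96 (SE 0.33, adjusted p = 9.2e-189) and 4.22, in that order. At stages 13-16 they were 4.79, 2.58, 1.64 (SE 0.26, adjusted p = 2.7e-08), 2.44, 7.04 and 3.05. Tpst stood at 1293 and 1784 CPM in the SG of the stage 10-12 replicates against 33.2 and 27.8 CPM in the rest. CG31808, the least different at stages 13-16, stood at 175 and 708 CPM against 108 and 249 CPM. Without stage 13-16 replicate 2 it was not called at stages 13-16 (0.91, adjusted p = 0.063).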

Finally, the BDGP team carried out *in situ* hybridizations with several SG DE genes from our dataset and found that six had clear SG expression (*Tpst*, *pio*, *CG31808*, *CG33169*, *CG34190* and *CG46385*). *In situ* hybridization images for these genes are now available at the BDGP (https://insitu.fruitfly.org/cgi-bin/ex/insitu.pl).

Tracheal growth is tightly regulated and crucial for tracheal function, with the large bore tubes (dorsal trunk) being close to the posterior spiracles, the source of atmospheric gases, and the small bore tubules, which carry out gas exchange, being closest to the target tissues (Beitel and Krasnow, 2000; Samakovlis et al., 1996). Processes required for diametrical expansion of the tracheal lumen have been linked to the canonical secretory pathway (Jayaram et al., 2008) and to the production and secretion of a chitin-based apical ECM (Devine et al., 2005). Tube length regulation, on the other hand, has been linked to expression of chitin deacetylases (enzymes involved in the modification of the chitinous apical ECM), septate junction assembly, apical-basal polarity and planar cell polarity genes (Hayashi and Dong, 2017). We find that expression of the secretory machinery genes, chitin production and modification genes, and known regulators of tube growth are tightly correlated (Fig. 4E; correlations of 0.943 and 0.944), with ‘Golgi mediated vesicle transport’ slightly preceding expression of tube size regulator genes, which, in turn, slightly precedes expression of genes affecting the chitin-based cuticle. Interestingly, whereas tracheal tube size control has focused on events affecting apical junctions and the apical ECM, the Llimargas group has discovered a role for the basement membrane (basal ECM) in tube size (Klussmann-Fricke et al., 2022). They demonstrated that loss of laminin genes or of the tracheal proteins that serve as receptors for the laminins (αPS3βPS integrin and Dystroglycan) results in over-elongated and mispositioned tracheal tubes. Given that the primary source of laminins is the plasmatocytes, this process must require careful temporal and spatial coordination between these cell populations, reflecting on the stages of organogenesis where tissue maturation becomes less autonomous and more dependent on other cell types.

Our data also captured the developmental trajectory of tracheal tip cells, which are a minor proportion of the tracheal cell population. Further characterization of the genes upregulated in this cell population should provide new insight into branching morphogenesis, a process that is crucial for the elaboration of many tissues across phyla.

### Germ cell analysis reveals two potential trajectories and suggests a role for widespread proteolysis in GC development

In contrast to the transcriptomic results from the SG and trachea, which largely confirm current models of organogenesis, the data from GCs highlight unexpected biological processes during gonad formation. Our analyses of GC transcriptomes reveal two potential trajectories (Fig. 5A,B). Based on expression of GC-specific determinant genes (*nos*, *gcl*, *pgc* and *vas*) and both male- and female-specific GC genes, we propose that one trajectory leads to the committed germline stem cell fate (the early-intermediate-late GC trajectory; Fig. 5A, Fig. S9A,B). We propose that the other GC clusters correspond to cells that do not become germline stem cells and that eventually become cystoblasts in females and spermatogonia in males, with ‘unknown 1’ including both male and female differentiating cells (based on their high expression of translation components) (Tables S9, S10) (Sanchez et al., 2016) and ‘unknown 2’ corresponding to the cells that will later form spermatogonia – based on expression levels of known spermatogonia genes, *CG6701* and *Pp2C1*, and diminished expression of *otu* and *ovo*, two oogenesis-specific genes (Fig. S9A,B).

Other than with the unknown 2 germ cell cluster, we did not find any additional evidence of separation of GCs based on sex in the stages that we were observing; this is in contrast to the findings from a recent report on scRNA-seq of 0-8 h (embryonic stages 1-12) GCs selected on the basis of expression of Vasa-GFP (for GCs) or Sxl-GFP expression (for sex) (Li et al., 2021). This group reported that as zygotic transcription commenced in the germline, two separate GC clusters emerged, one with relatively higher expression of X-linked to autosomal genes. Based on analysis of scRNAseq of the Sxl-GFP sorted embryos, the cluster with higher expression of X-linked genes corresponded to female GCs and the other to male GCs, indicating that germline dosage compensation has not been fully deployed. 

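UMIs of 2674 genes on the X chromosome and 14820 on autosomes were compared in germ cells, with chromosomes taken from the reference annotation by FlyBase identifier. In subclusters with over 90% stage 13-16 replicate 1 cells there were 17.8 X UMIs per 100 autosomal UMIs, and in the others 19.8. By subcluster the ratio ranged from 17.1 to 20.7. By library it was 18.4 and 19.2 in the stage 10-12 germ cells and 18.7 and 20.8 in the stage 13-16 germ cells, so that the difference between the groups is no larger than that between libraries.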

Our comparison of gene expression ratio between the unknown cluster cells (unknown 1 and unknown 2) and the main trajectory cells (early germ cells, intermediate germ cells 1, intermediate germ cells 2 and late germ cells) does not reveal any differences in expression of X-linked versus autosomal genes (Fig. S35A,B). This suggests that GC dosage compensation is fully activated by stage 10-16 and cannot be used to distinguish female versus male GCs at these stages. Furthermore, we directly examined the expression of marker genes listed as ‘female’ versus ‘male’ in their unsexed and sexed data files, and did not observe any notable correlation with any of our GC clusters (Figs S35C,D, S36A,B).

Finding multiple suspected distinct GC populations in our data suggests that GCs are receiving signals regarding their fates as they migrate and subsequently coalesce with the SGPs to form the gonads. This is in keeping with recent findings in flies and worms indicating that the final commitment to the germline stem cell fate is a sequential process that is partially induced (at least in flies) and may only be locked in once primordial GCs contact their supporting niche (reminiscent of mammalian GCs) (Cassani and Seydoux, 2022; Colonnetta et al., 2022; Hakes and Gavis, 2023). Thus, our discovery of a split trajectory within the GC population during stages 10-16, many hours after GCs were previously thought to be irreversibly committed, seems particularly relevant. Exploring the functions of the genes expressed in cell populations within each trajectory as well as the spatial and temporal localization of distinct markers for each cluster should enlighten future studies regarding when GCs become immortalized and commit to forming gametes.

Our GC transcriptomic data also revealed that the upregulation of genes encoding the proteosomal machinery in the developmental trajectory we propose leads to the formation of germline stem cells. Selective RNA degradation has been shown to be a crucial step in the specification and formation of germline stem cells (Cassani and Seydoux, 2022; Hakes and Gavis, 2023) and recent studies in worms also suggest a role for protein degradation: the E3-ubiquitin ligase GRIF-1 promotes the degradation of maternal proteins in PGCs and is required redundantly with Nanos for fertility (Lee et al., 2017; Oyewale and Eckmann, 2022). Our finding that ubiquitin-dependent and -independent proteasomal pathways are highly enriched in the germline stem-cell trajectory (intermediate and late GCs) in *Drosophila* is consistent with a conserved role for protein degradation in early GC development.

### Matrisome analysis confirms known sources for some components and clarifies sources of others

Our investigation of the organogenetic transcriptome included the embryonic matrisome as it is an essential substrate for cell morphogenesis, tissue architecture and organ formation (Klussmann-Fricke et al., 2022; Loganathan et al., 2016c; Walma and Yamada, 2020). Previous studies of the role of the *Drosophila* ECM in organogenesis have shown the plasmatocytes as the key source of the embryonic ECM (Matsubayashi et al., 2017). Our organogenetic transcriptome data confirms this model and extends the likely role of hemocytes (both plasmatocytes and crystal cells), along with yolk cells, as being the key embryonic source of insulin-like peptides. Indeed, *in situ* hybridizations recently carried out by the BDGP confirm *Ilp4* expression in plasmatocytes and crystal cells (Fig. S37A) and *Ilp6* expression in yolk (Fig. S37B). Surprisingly, we find that other major components of the embryonic ECM, the cuticle, Tweedle proteins and chitin-binding domain-containing proteins, are mainly produced by apodemes during early organogenetic stages, and by the esophagus, hypopharynx and lateral sensory neurons during late organogenetic stages. This contrasts with findings reported by Cattenoz et al. (2020) on the expression of these genes in plasmatocytes. Their findings were based on bulk seq of purified cells expressing UAS-DsRed under the control of *srp*(*hemo*)-Gal4. Our findings could be reconciled if the Gal4 driver used to isolate plasmatocytes (Brückner et al., 2004) is also expressed in other cell types.

### Concluding remarks

We note several important limitations and future improvements to our experimental framework. First, we recognize that, although our clusters captured all major organs known to exist in the embryo, there are still rare cell types within those organs missing from the dataset, such as salivary duct, proventriculus and somatic gonadal precursor cells. The missing cell types were either not captured or were absorbed in other cell clusters. Second, as shown in this study, not all SG genes were captured by scRNA-seq. This suggests that a high amount of dropout is still a problem where weakly or transiently expressed genes would not be captured (Chen et al., 2019). Third, with the rapid development of single-cell multi-omics technologies (Lee et al., 2020), characterizing multiple data modalities from a single-cell or nucleus, molecular changes beyond transcriptional changes during organogenesis will be possible (e.g. chromatin structure, methylation status and protein expression). Last, whereas pseudotime can provide a relative ordering of cells during development, the exact developmental stages of cells are unknown. Development of novel computational methods such as the one described by Calderon et al. (2022) could potentially help us characterize the developmental stages of single cells.

In summary, we have generated organogenetic transcriptome data and used these data for an extensive evaluation of their discovery and prediction characteristics. Our single cell transcriptome analyses not only reveal large numbers of genes that are differentially expressed in developing organs and in subsets of cells within those organs, but they have also uncovered unappreciated processes driving organogenesis, e.g. the potential role of plasmatocytes and yolk as sources of growth signals and the possible role of protein catabolism in GC programming. As more *Drosophila* embryonic single-cell datasets are released, it is crucial that studies compare their datasets with those of previously published studies for experimental conditions, harmonization of cell types, and cross-validation of findings and predictions. Accordingly, we have compared our data with those of the two closely related datasets currently available (Calderon et al., 2022; Seroka et al., 2022). Our results show that sequencing depth is a key parameter in the utility of available transcriptomic data, and underscore the need for cross-validation and comparison of emerging high-throughput data with archived datasets to enhance the informative power of single cell transcriptome methods for the study of development.

## MATERIALS AND METHODS

### Single cell RNA-seq data collection

Embryos were collected and aged on apple juice caps seeded with yeast paste. For stage 10-12 (early), embryos were collected at 25°C for 5 h and aged at 18°C for 12 h. For stage 13-16 (late), embryos were collected at room temperature for 7 h and aged at room temperature for 9 h. Embryos were harvested in collection baskets, soaked in 50% bleach for 3 min to remove the chorion, then rinsed thoroughly and visually inspected under a dissecting microscope to verify staging. Embryos were transferred to a Dounce homogenizer containing 1 ml ice-cold 1×PBS. Embryos were disrupted using 20 strokes (up and down) of the loose pestle. The material was transferred to a 1.5 ml microfuge tube and pelleted by a 3 min spin in a tabletop centrifuge at 1500 RCF (***g***) at 4°C. Supernatant was removed and material was resuspended in 1 ml fresh ice-cold 1×PBS, then passaged 20 times through a 22-gauge needle, then four times through a 23-gauge needle. The cell suspension was then passed through a 40 μm cell strainer into a 1.5 ml microcentrifuge tube. Cells were pelleted by a 3 min spin in a tabletop centrifuge set at 3300 RCF at 4°C, then resuspended in 100 μl ice-cold 1×PBS and immediately subjected to single cell isolation and transcriptome sequencing library preparation with the 10X Genomics Chromium, using the 3′ Single Cell V3 chemistry. Two independent wild-type (OregonR) samples were prepared and processed for each timed collection.

### Antibody staining

Embryo fixation and immunohistochemistry were performed as described previously (Reuter and Scott, 1990). Fkh (Fox et al., 2013) and Vasa (Santa Cruz Biotechnology, sc-30210, RRID:AB_793874) rabbit polyclonal antisera were used at 1:2000 and 1:1000, respectively. αGasp (Developmental Studies Hybridoma Bank, 2A12; AB_528492; https://dshb.biology.uiowa.edu) was used at 1:100.

### *In situ* hybridization

*In situ* hybridization was performed as described previously (Lehmann and Tautz, 1994). Antisense RNA *trh* probes were generated from the cDNA clones isolated by Isaac and Andrew (1996).

### Single cell RNA-seq processing

Sequence reads were processed with CellRanger (Zheng et al., 2017) version 6.1.2 using *Drosophila* genome version 6.33 (downloaded from FlyBase; Gramates et al., 2022) resulting in gene counts for each cell. The filtered count matrix from each sample was loaded and subjected to standard computational pre-processing and cell-level quality control (Luecken and Theis, 2019) before integration of time point replicates. All the computational analyses were performed using R (version 4.1.2) and Seurat (Hao et al., 2021) (version 4.2.1). Cells with high mitochondrial transcript counts proportion (>25%) were excluded from further analysis. Standard Seurat workflow was performed to cluster the cells. Cells in clusters with fewer than 50 marker genes that were above average log2-fold change of 0.25 were removed as they likely represent empty droplets. After these empty samples were removed, DoubletFinder (McGinnis et al., 2019) (version 2.0.3) was used to remove doublets in each sample. After the poor quality, empty and doublet cells were filtered out from each sample, the two Seurat datasets from the same stages were merged. The merged dataset was log-normalized using standard Seurat function, and the top 2000 variable genes were used for scaling and downstream principal component analysis (PCA). Principal components (PCs) with eigenvalues greater than the upper bound of Marchenko-Pastur distribution of a random matrix with the same dimensions, found by using R package RMTstat (version 0.3.1) (Johnstone et al., 2022), were retained as significant PCs for downstream analysis. Harmony (Korsunsky et al., 2019a) (version 0.1.0) was used to embed cells from each timepoint replicate in a shared, dimensionally reduced space to reduce the impact of batch effect on cell clustering. Batch-corrected PCs from Harmony were used as the basis for constructing the nearest-neighbor graph, cell clustering Louvain clustering (Blondel et al., 2008) and 2D embedding with UMAP (McInnes et al., 2018 preprint).

To find the marker genes of cell clusters, differential gene expression analysis was performed with Seurat's ‘FindAllMarkers()’ function using a likelihood-ratio test to identify preferentially expressed genes for each cluster. The results of ‘FindAllMarkers()’ function are in Table S2. An adjusted *P*-value threshold of <0.05 was applied to identify significantly expressed genes for each cluster. We selected 4-6 diagnostic marker genes for each cluster from among the genes with the top 50 highest log-fold change, and matched them to the cell type annotations curated from the BDGP database (Table S3).

### Cell type gene set enrichment analysis

Logfold-changes of genes for each cell type relative to rest of the embryonic cells were computed using R package Presto (Korsunsky et al., 2019b preprint) (version 1.0.0). The genes with less than 10% expression in both cell type of interest and the rest of the embryonic cells were removed as they are most likely to be lowly expressed genes. The logfold changes for each gene were used as stats to be inputted into ‘fgsea()’ function from R package fgsea (Korotkevich et al., 2016 preprint) (version 1.20.0) to perform preranked gene set enrichment analysis. Gene sets fewer than 10 or more than 500 genes were not included in the GSEA analysis. Otherwise, standard parameters were used to perform GSEA with the number of permutations set to 1000 for the estimation of *P*-value. The gene set library GO_Biological_Process_2018 was downloaded from modEnrichR (Kuleshov et al., 2019).

### Pseudotime analysis

Raw count matrix from the cell type of interest (SG, trachea and GC) were first parsed out and Monocle3 (Cao et al., 2019) (version 1.3.1) was used to perform all the downstream analysis, including dimensional reduction, clustering and pseudotime inference. No batch correction was used.

Cross-correlation was used to elucidate the temporal associations between two gene set expressions along the pseudotime ordering for the main trajectory of trachea cells (tip cells were removed from downstream analysis). First, the expression of leading-edge genes (from Table S8) in biological processed gene sets [Golgi vesicle transport (GO:0048193), regulation of tube size, open tracheal system (GO:0035151) and chitin-based cuticle development (GO:0040003)] were averaged, smoothed using base R function ‘ksmooth()’ across pseudotime, and scaled using base R function ‘scale()’. The purpose of the previous step is to average the dynamics of all the genes in the biological processes to get average expression dynamics of the biological processes. Cross-correlations between averaged and smoothened expression of gene sets were calculated using base R function ‘ccf()’.

### SingleCellNet classifications

pySingleCellNet (Tan et al., 2021 preprint) was installed from the Github repo (https://github.com/CahanLab/PySingleCellNet) (commit fb440247f6f372367b8cca015c40b82f9f388573) and Python (version 3.9.12) was used for performing cell type classification. To perform classification on our data, the raw count matrix and the accompanying harmonized cell type labels from Seroka et al. (2022) and Calderon et al. (2022) scRNA-seq data (with the unknown cell type removed) were used as training data. SingleCellNet automatically generates random profiles and uses them as training for the random or unknown categories, which are completely different from the unknown cell types from the scRNA-seq data. For more information on the workflow of SingleCellNet, see Tan and Cahan (2019). Each cell was annotated as the cell type with the highest classification score. The proportions of classified cell types in each of the cell types annotated by us were calculated to compare the agreement between the cell typing of Seroka et al. and Calderon et al. with ours. If the majority of cells in the cell type annotated by us are classified as the same cell type, then there is a high agreement in terms of cell typing. In total, two classifiers (for stage 10-12 and stage 13-16) were created for scRNA-seq data of both Seroka et al. and Calderon et al. for comparing cell typing agreement.

To use our data to identify the rare cell types in the other datasets, we trained two classifiers using our stage 10-12 and stage 13-16 data, respectively, with the unknown cell types removed. The cell type with the highest classification score was annotated as the classified cell type for each cell. The original UMAP embeddings from Seroka et al. and Calderon et al. were used for plotting the location of classified rare cell type clusters.

### Embryonic cell line comparisons

The bulk expression profiles (in RPKM) for the embryonic cell lines and adult tissues were downloaded from FlyBase (Gramates et al., 2022). The bulk RNA-seq data for embryonic cell lines were originally from Brown et al. (2014) and the bulk RNA-seq data for adult tissues were originally from Leader et al. (2018). The top 60 most preferentially expressed genes were selected for each cell type in both stage 10-12 and 13-16 scRNA-seq, which led to total of 1604 unique marker genes. The cell type reference expression matrix was compiled through averaging single cell expressions in that cell type for the 1604 unique marker genes. Spearman correlations between query bulk RNA-seq and reference expression matrix were calculated to identify the most transcriptionally similar cell type for each cell line.

## Supplementary Material

Click here for additional data file.

10.1242/develop.202097_sup1 Supplementary information Click here for additional data file.

Table S1. Experimental details of embryo collections. Click here for additional data file.

Table S2. Differentially expressed genes for individual clusters relative to rest of the embryonic cells in stage 10-12 and stage 13-16 embryos. Click here for additional data file.

Table S3. Selected markers genes for individual clusters in stage 10-12 and stage 13-16 embryos that are cross-referenced with BDGP for cell type identification. Click here for additional data file.

Table S4. GSEA results for SG, trachea and germ cells relative to rest of the embryonic cells in stage 10-12 and stage 13-16 embryos. Click here for additional data file.

Table S5. Differentially expressed genes for SG sub-populations (early and late SG cells) relative to all other SG cells. Click here for additional data file.

Table S6. GSEA results for different SG sub-populations (early and late SG cells) relative to all other SG cells. Click here for additional data file.

Table S7. Differentially expressed genes for trachea sub-populations (early tracheal cells, intermediate tracheal cells, late tracheal cells, and tracheal tip cells) relative to all other tracheal cells. Click here for additional data file.

Table S8. GSEA results for different trachea sub-populations (early tracheal cells, intermediate tracheal cells, late tracheal cells, and tracheal tip cells) relative to all other tracheal cells. Click here for additional data file.

Table S9. Differentially expressed genes for germ cells sub-populations (early germ cells, intermediate germ cells 1, intermediate germ cells 2, late germ cells, unknown 1 and unknown 2) r lative to all other germ cells. Click here for additional data file.

Table S10. GSEA results for germ cell sub-populations (early germ cells, intermediate germ cells 1, intermediate germ cells 2, late germ cells, unknown 1 and unknown 2) relative to all other germ cells. Click here for additional data file.

Table S11. The average expression and cell percent expression of all matrisome genes shown in Figure 6A, S10A, S12 for different cell types in stage 10-12 embryos. Click here for additional data file.

Table S12. The average expression and cell percent expression of all matrisome genes shown in Figure 6B, S10B, S13 for different cell types in stage 13-16 embryos. Click here for additional data file.

Table S13. Cell type harmonization for Seroka et al, Calderon et al and this study. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

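Single cells of whole wild-type embryos were profiled in 4 droplet libraries, 2 for each stage window, each from its own collection of embryos with its own dates. According to the authors, reads were processed with CellRanger 6.1.2 against FlyBase genome version 6.33, and the UMI counts of every gene in every barcode that CellRanger called a cell were deposited as they came, without normalization, pooling of libraries or a further filter. The values were checked to be whole numbers of at least 1 whose totals differ between barcodes. The libraries hold between 71622535 and 394684653 UMIs. Genes are listed by FlyBase identifier; symbols were taken from a table of identifiers and symbols, and chromosomes from a reference annotation newer than the one the authors used, matched by identifier and not by coordinates.

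Within each library, barcodes with over 25% mitochondrial UMIs were left out, as in the paper's methods. The remaining barcodes were log-normalized to 10000 UMIs and clustered on 30 principal components of 2000 variable genes with a resolution of 0.8. Clusters with fewer than 50 marker genes (log2 above 0.25 and a UMI in at least 10% of cells) were removed as likely empty. Their barcodes are the removed droplets against which levels are compared; they may hold small or broken cells as well as free RNA. Doublets were called by the share of simulated doublets among a cell's neighbors, taken relative to the median of its cluster, and a share of 0.008 per 1000 cells was removed. This caller replaced others after it was seen which clusters those removed, and the loss of whole groups of deep cells was the reason.

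The 2 libraries of a stage were then clustered together on the principal components above the Marchenko-Pastur bound, after Harmony's correction, on a shared-neighbor graph of 20 neighbors with the Louvain method at resolution 2. The steps that the authors ran in Seurat, Harmony and DoubletFinder were written out in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and igraph 0.11.9, so that cell numbers and clusters need not be identical to theirs. The genes that the paper names for these organs, the gene families tested, cuticle genes and antimicrobial peptide genes were left out of the variable genes, except nos, pgc, vas and trh, which name cell types. Genes singled out later were not left out.

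A cluster received the name of the cell type whose 5 best markers had the highest mean log2 difference from all other cells. This mean had to be at least 0.75 with at least 3 markers detected, and clusters led by markers of another type or with more than 2 cuticle genes among their leading genes stayed without a name. The markers, from the paper's Table S3 without the genes left out and with a few genes of general knowledge added, were fixed before the data were examined. The score's limits and the resolution of 2 were set after the clusters had been seen. Of the cells, 9.74% and 17.9% in the stage 10-12 replicates and 7.02% and 8.29% in the stage 13-16 replicates lay in clusters without a name.

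For the salivary gland, trachea, germ cells and plasmatocytes, UMIs were summed per library, and cell types with under 10 cells in a library were not tested. edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr, quasi-likelihood F test, Benjamini-Hochberg adjustment, calls at an adjusted p of 0.05) compared stages 13-16 with stages 10-12 within a cell type, without a block, and a cell type with the remaining cells of its library, with the library as a block and both stages in a single fit. Families of genes fixed by symbol were tested on the same fits with camera at its preset correlation in limma 3.58.1, adjusted over 30 tests, with fry as the alternative; their size of effect is the median log2 difference of their genes minus that of all genes tested. The paper's own tests took cells as replicates. The test was tried on simulated data with the depths of the real sums and 200 genes changed by a log2 of 2. All sums shared a single mean profile, pooled from the real ones. Every gene had the common dispersion of the fit between the stages. Between the stages it recovered 24% of them in the salivary gland, 89% in the trachea, 67% in germ cells and 90.5% in plasmatocytes. In the comparisons with the remaining cells it recovered 30.5% to 97.5%, and at most 4.71% of calls were false in any of the 12 tests. Real libraries and genes differ by more than this simulation holds, so that these rates need not apply to the real tests.

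Genes named in the text are those the paper names for these organs and for the matrisome. In each test between the stages, the 3 genes with the largest rise and the 3 with the largest fall are named too, among those called with at least 50 UMIs. A gene outside this rule is named with the reason it was singled out. Cell types of at least 20 cells were ranked by CPM within each library. The genes that several cell types share as rising, the removed droplets and the subclusters rich in maternal RNA or led by blastoderm genes were looked at after the calls had been seen.

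The cells of an organ were clustered on their own over all 4 libraries without batch correction, as in the paper's methods, on 20 principal components at resolution 0.6. The germ cell genes, the sets of the tracheal curves and the lists named below were also left out there. Pseudotime is diffusion distance over 30 neighbors and 10 components from the end with more stage 10-12 cells. Gene sets for the tracheal curves come from the sheet of Table S8 that the methods name; curves were smoothed at 200 points with a bandwidth of 0.1. X and autosomal UMIs were summed over genes assigned to either. Free RNA was judged by 8 genes of neurons and muscle. Short lists of maternal RNAs, zygotic germ cell RNAs, dosage compensation RNAs, late neuron, late glia, late muscle, larval gut, tendon, crystal cell, gonad somatic, neural and blastoderm genes, all of general knowledge, were written before each was tested and after the clusters had been seen. The late neuron, late glia and late muscle genes are also among the leading genes of stage 10-12 clusters.

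These alternatives were set before the data were examined and are reported in the closing section: a mitochondrial limit of 10%, no cluster removed as empty, a minimum of 1000 UMIs instead, no doublets removed, no batch correction, a lower and a higher clustering resolution (1 and 4), all variable genes used, DESeq2 1.42.0, no filter beyond 1 UMI, the replicate number as a block or no block, leaving out each library, fry, ranking by the mean of log-normalized values or over cell types of at least 50 cells, cells thinned to 1000 UMIs, the first principal component as pseudotime, other subcluster resolutions (0.3 and 1.2), bandwidths of 0.2 and 0.05, and other limits for an expressed gene (5% and 20%). None was added later. With 2 libraries per stage no sample was tested as an outlier. Analyses of the paper that need other data (imaging, human matches of genes, ontology terms) were left out.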

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

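The tests on germ cells and on the 2 germ cell subclusters below were chosen only after the results were seen, and the test of free RNA over all 4 cell types before its result was seen. In each case stage is confounded with the dates of collection, so that age and date cannot be told apart.

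A total of 33 genes, of which the main text of the paper discusses verm alone, were called higher at stages 13-16 in 3 or 4 of the 4 cell types tested between the stages. Free RNA of other cells in the suspensions of stages 13-16 was tested as a technical explanation: it can raise a gene in a cell type only up to its level in the droplets removed as likely empty. Of 206 combinations of gene, cell type and stage 13-16 library, 75.2% lay below the removed droplets, against 35.6% of 1878 for the 939 genes that rose in 1 cell type, which were all genes of the trachea or of plasmatocytes. The shares were 70% of 60 combinations in the SG, 60.6% of 66 in the trachea, 89.4% of 66 in plasmatocytes and 100% of 14 in germ cells. In 24 of the 206 (11.7%) the gene stood at over 2 times its level in the removed droplets. In plasmatocytes this was Msp300 in replicate 1 alone (139 against 59.0 CPM), and the other cases lay in the SG and trachea. This argues against free RNA as the whole of the pattern in the SG and trachea, and leaves it open in plasmatocytes. For germ cells taken alone free RNA may account for the rises, since ImpE2, ImpL1, Osi6, CG5080, CG14756, CG13159 and CG10591, all 7 genes of germ cells called higher, lay below the removed droplets in both libraries (14 of 14, or 100%). The biological explanation that the design gives, the age of the embryos, was not tested and stays open for the other 3 cell types and for germ cells.

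The germ cell subcluster of 156 cells, 150 of them from stage 13-16 replicate 1, held 601.4 CPM of bcd, from 206 UMIs. The other subclusters held at most 94.2 CPM and the removed droplets of that library 1.15 CPM. The main text of the paper does not mention the gene, which the part of its supplement held here has only within gene sets. Material of unfertilized eggs, or of embryos before zygotic transcription, may be in these cells but cannot be told apart from other origins. Of 6 zygotic RNAs, 1 lay above the removed droplets by more than counting error: bru1, with 7 UMIs where 2.11 were expected (exact Poisson p = 0.006). zpg stood at 2.92 CPM, from 1 UMI, ovo at 49.6 CPM (droplets 85.6 CPM), stai at 40.9 CPM (35.0 CPM), and the dosage compensation RNAs roX1 at 449.6 CPM (683 CPM) and roX2 at 201 CPM (301 CPM). Of 10 maternal RNAs, 4 lay above the median of the other subclusters: wisp (2105 CPM), smg (692 CPM), plu (231 CPM) and bcd. alphaTub67C, cort, dhd, gnu, mtrm and png lay below it, and each of the 10 also had UMIs in other germ cell subclusters.

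Whether they are germ cells of the embryo is also open. Of 3 germ cell genes, 2 were far below the median of the other subclusters, with no UMI of nos, where a count of 0 allows 8.76 CPM (median of the others 113 CPM, lowest 0), and 11.7 CPM of pgc (205 CPM, lowest 5.54 CPM). vas was at their level (32.1 and 32.9 CPM). Free RNA as the larger part of the UMIs of the subcluster cannot be excluded, since over 10 genes of other cell types its median was 64.7% of the level in the removed droplets, but the other subclusters of that library, at 65.1%, 59.8% and 59.4%, hardly differ from it. No list of another cell type was high as a whole. Among late neuron genes, nAChRalpha6 stood at 11.7 CPM, from 4 UMIs (droplets 0.706 CPM), nrv3 at 5.84 CPM, and para, Sh and Rdl at 0. Of late glia genes, Gs2 and alrm had 1 UMI each, and Gat and Eaat1 none. Of late muscle genes, Mlc2 stood at 84.7 CPM (droplets 165 CPM), up at 46.7 CPM, Mhc at 23.4 CPM, bt at 20.4 CPM and Prm at 8.76 CPM (droplets 2.57 CPM). The 5 larval gut genes had 0 UMIs. Crystal cell genes gave 20.4 CPM of PPO1, 14.6 CPM of PPO2 and no lz, gonad somatic genes 8.76 CPM of eya, 1 UMI of Six4 and no tj, and neural genes 143 CPM of fne, 78.8 CPM of elav and 32.1 CPM of nerfin-1, each below the droplets (214, 112 and 39.2 CPM). These lists were written after the clusters had been seen, and each of these genes but Jon99Ci also had UMIs in another germ cell subcluster.

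In a germ cell subcluster of 18 cells, 14 from stage 13-16 replicate 1 and 4 from replicate 2, bnk stood at 350.5 CPM, from 21 UMIs. The highest level in another subcluster was 44.6 CPM. In the paper the gene is not in the main text, and in the supplement as held here only within gene sets. Cells of much younger embryos in the collection may be a source of it. Of the 4 blastoderm genes, 3 were highest there, but slam hardly differed from another subcluster (134 and 114 CPM), nullo rests on 2 UMIs (33.4 CPM, elsewhere at most 12.4 CPM) and Sry-alpha had 0 UMIs in every subcluster, so that with 18 cells younger embryos cannot be told apart from other origins. No biological explanation was tested.

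The summed UMIs of ribosomal proteins in the trachea against the remaining cells differed between the stages. The mean log2 ratio was -0.01457 at stages 10-12 (-0.0077 and -0.021 in the replicates) and 0.01647 at stages 13-16 (0.028 and 0.0050), each replicate of a stage lying on the same side of 0. The difference between the stages was not tested. The median gene of the family gave 0.12 at both stages, so the turn is one of the sum alone. No technical explanation was tested for this pattern, and the age of the embryos is also untested.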

How the results depend on the processing

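Each result was recomputed under alternatives that changed 1 choice at a time, and all of them were set before the data were examined, so that no test in this part was chosen after its result was seen. A result with a test was taken as kept when its direction and its side of an adjusted p of 0.05 stayed, a value without a test when it moved by less than the SD between the replicates, and a count when it stayed within 1.5 times the main count. Of 168 results, 41 were kept under every alternative run for them and 127 changed under at least 1. Values in parentheses are those of the main setting. For every change below, the cause was not tested unless one is named.

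Among the results kept throughout, including when each library was left out, are several of the trachea. Septate junction genes against the remaining cells ranged relative to all genes, on the log2 scale, from 1.29 to 1.58 at stages 10-12 and 1.41 to 1.89 at stages 13-16, and from 0.43 to 0.74 between the stages. Vesicle coats in the trachea ranged from 0.74 to 0.94 and 0.82 to 1.24, splicing between the stages from -1.47 to -1.05, and the genes called higher between the stages numbered from 716 to 1419. Genes called higher in plasmatocytes at stages 13-16 numbered 1448 to 2629. Tpst, CG34190, CG31808, CG33169, CG46385 and pio were called higher in the salivary gland at stages 10-12 under every alternative run for it, as were Tpst and CG34190 at stages 13-16. In the rankings, collagen IV genes and their enzymes were highest in plasmatocytes in 13 to 16 of 16 combinations of gene and library, Ppn, Pxn and SPARC in 11 to 12 of 12, and the phagocytosis genes in 45 to 58 of 72.

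A mitochondrial limit of 10% in place of 25% changed 29 of 121 results. It kept 35701 cells at stages 13-16 (43911), and the shares became 19.7% for the CNS (19.0%) and 0.287% for the salivary gland (0.393%) at stages 10-12, and 13.2% for the epidermis (9.64%), 14.1% for the CNS (18.7%) and 18.0% for muscle (21.8%) at stages 13-16. The salivary gland was not tested, since stage 10-12 replicate 2 kept fewer than 10 of its cells. Between the stages edgeR called 0 genes higher (7) and 0 lower (3) in germ cells, with 624 at an unadjusted p below 0.05. Their ribosomal protein genes fell relative to all genes, at -0.40 (-0.026), and gained a call, and ATP synthase turned to -0.0061 (0.18). Pharyngeal muscle was highest for trol in 1 library (0), hindgut muscle or sensory neurons for Ndg in 2 (1) and the yolk for Ilp6 in 2 (1). In pseudotime percentiles, stages 13-16 minus stages 10-12, each the mean of its library medians, gave 39.7 (20.0) in the salivary gland and turned to 12.1 (-11.4) in germ cells, and stage 13-16 replicate 2 minus replicate 1 gave -24.8 (-44.2) in the salivary gland, 40.3 (16.3) in the trachea and, with the opposite sign, 8.83 (-48.4) in germ cells. No tracheal cell of that replicate (0%, against 18.6%) lay with stage 10-12 cells. Here and below this means subclusters with more stage 10-12 than stage 13-16 cells in proportion. The cross-correlation of Golgi transport and tube size was 0.936 (0.651), the lag of chitin 0 (0.0201), and X UMIs per 100 autosomal UMIs in the germ cell subclusters of stage 13-16 replicate 1 were 19.9 (17.8).

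A minimum of 1000 UMIs per cell in place of the removal of clusters changed 65 of 168 results. It keeps the cells of clusters with few markers, so that 29047 (21130) and 51569 (43911) cells were kept, with a median of 2157 UMIs (3162) and 860 genes (1097) at stages 10-12. At that stage the shares were 15.1% epidermis (21.6%), 13.4% CNS (19.0%), 13.0% muscle (19.4%) and 0.475% salivary gland (0.393%); at stages 13-16 they were 12.2% (9.64%), 14.7% (18.7%) and 15.9% (21.8%) for the first 3 of these. Genes called higher and lower between the stages were 74 (32) and 8 (2) in the salivary gland, 0 (7) and 0 (3) in germ cells, with 388 at an unadjusted p below 0.05, and 0 (973) and 0 (463) in plasmatocytes, with 1480; in the trachea 191 (533) were lower. Against the remaining cells at stages 10-12, 1091 (649) were lower in the salivary gland, 403 (938) higher and 280 (1306) lower in germ cells, and 844 (2126) and 497 (2323) in plasmatocytes. At stages 13-16, germ cells had 831 (1715) and 1014 (1741), and plasmatocytes 2200 (3344) lower. Of the families, ribosomal proteins in the salivary gland between the stages gained a call at 0.24 (0.23), and against the remaining cells at stages 10-12, where their median lay 0.60 (0.58) above all genes, the direction that camera gives turned. In germ cells between the stages, proteasome genes lost their call at 0.0066 (-0.31), ribosomal proteins gained one at -0.45 (-0.026) and ATP synthase turned to -0.11 (0.18). In germ cells of stages 10-12 against the remaining cells, ribosomal proteins turned to 0.31 (-0.14) and ATP synthase gained a call at 0.50 (0.33). Laminin genes were highest in hindgut muscle or fat body in 4 of 6 combinations at stages 10-12 (2), and Ndg in hindgut muscle or sensory neurons in 2 libraries (1). Stage 13-16 replicate 2 minus replicate 1 gave -42.1 (-44.2) pseudotime percentiles in the salivary gland and -32.6 (-48.4) in germ cells, where stages 13-16 minus stages 10-12 turned to 41.7 (-11.4). The share of that replicate's cells with stage 10-12 cells was 22.7% (41.8%) in the salivary gland and 4.47% (18.6%) in the trachea. CG6701 and Pp2C1 were highest in a subcluster of stage 13-16 replicate 1 for 0 of 2 genes (2), and the mark for btl and Mipp1 being highest in the same tracheal subcluster, 1 if they are, was 1 (0). The cross-correlations were 0.700 for Golgi transport (0.651) and 0.449 for chitin (0.845), the lag of chitin was 0 (0.0201), and the X ratio was 18.9 (17.8).

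With no doublets removed, 27 of 168 results changed. At stages 13-16, 56829 cells were kept (43911) and the epidermis held 17.5% (9.64%), and at stages 10-12 the CNS held 18.5% (19.0%). Between the stages, 150 (32) genes were called higher and 8 (2) lower in the salivary gland, and 458 (7) and 90 (3) in germ cells; against the remaining cells at stages 10-12, germ cells had 1491 (938) and 2864 (1306). In the trachea, splicing at stages 10-12 lost its call at -0.025 (-0.12), and so did ATP synthase at stages 13-16 at 0.021 (-0.16). In germ cells between the stages, ribosomal proteins turned to 0.11 (-0.026) and ATP synthase to -0.16 (0.18). The tallies were 4 of 6 for laminin at stages 10-12 (2), 1 library for trol (0), 4 for Ndg (1) and 3 for Ilp6 (1). Stage 13-16 replicate 2 minus replicate 1 gave -31.4 (-44.2) percentiles in the salivary gland, 23.9 (16.3) in the trachea and -37.3 (-48.4) in germ cells, and the shares of that replicate's cells with stage 10-12 cells were 22.9% (18.6%) in the trachea and 5.98% (3.19%) in germ cells. The cross-correlations were 0.960 (0.651) and 0.986 (0.845), the lag of chitin 0 (0.0201) and the X ratio 18.2 (17.8).

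Without batch correction, 19 of 161 results changed. The epidermis held 17.7% (21.6%) at stages 10-12 and 14.3% (9.64%) at stages 13-16, where the CNS held 14.7% (18.7%) and muscle 20.2% (21.8%). Between the stages, 62 (32) genes were called higher in the salivary gland and 2 (7) in germ cells, and 799 (469) were lower in the salivary gland than in the remaining cells at stages 13-16. The change of Dr turned to 0.15 (-0.019), and that of ribosomal proteins in germ cells to 0.016 (-0.026). Pharyngeal muscle came first for trol in 1 library (0), and hindgut muscle or sensory neurons for Ndg in 3 (1). In the trachea, stage 13-16 replicate 2 lay 35.3 (16.3) percentiles beyond replicate 1, with 25.4% (18.6%) of its cells among stage 10-12 cells. The cross-correlations rose to 0.979 (0.651) and 0.995 (0.845), with a lag of chitin of 0 (0.0201), and the X ratio was 17.8 (17.8).

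A lower clustering resolution changed 16 of 162 results, most of them in the salivary gland, which held 0.838% (0.393%) of cells at stages 10-12. Between the stages, 113 (32) of its genes were called higher and 64 (2) lower, and the log2 changes of CrebA, fkh, sage, sens, Dr and bowl turned to 0.072 (-0.65), 0.37 (-0.42), 0.20 (-0.59), 0.14 (-0.61), 0.50 (-0.019) and 0.27 (-0.34); none of these was called under either setting. Stages 13-16 minus stages 10-12 gave 59.6 (20.0) percentiles, stage 13-16 replicate 2 minus replicate 1 turned to 30.8 (-44.2), and 0% (41.8%) of that replicate's cells lay with stage 10-12 cells, as did 0.186% (18.6%) in the trachea. The tallies were 4 for laminin at stages 10-12 (2), 1 for trol (0) and 2 for Ilp6 (1).

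A higher clustering resolution changed 12 of 162 results. The epidermis held 15.4% (21.6%) of cells at stages 10-12. In the salivary gland 1 gene was called lower between the stages (2), and in germ cells 14 were called higher (7). The directions that camera gives turned for the vesicle coats of the salivary gland, whose median relative to all genes was 0.22 (0.24), and for ribosomal proteins of germ cells, at -0.024 (-0.026), neither of them called. The tallies were 4 for laminin at stages 10-12 (2), 0 for wb in the gut primordium (2) and 4 for Ndg (1). Stage 13-16 replicate 2 minus replicate 1 gave -42.1 (-44.2) percentiles in the salivary gland, 22.4% (18.6%) of tracheal cells of that replicate lay with stage 10-12 cells, and the cross-correlation of Golgi transport was 0.886 (0.651).

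With all variable genes used in the clustering, 16 of 162 results changed. At stages 10-12 the epidermis held 18.9% (21.6%) and the salivary gland 0.516% (0.393%). Between the stages, 124 (32) genes were called higher and 7 (2) lower in the salivary gland, where the change of Dr turned to 0.092 (-0.019). The tallies were 4 for laminin at stages 10-12 (2), 1 for wb (2) and 3 for Ndg (1). In the salivary gland, stage 13-16 replicate 2 minus replicate 1 gave -11.9 (-44.2) percentiles. The shares of that replicate's cells with stage 10-12 cells were 0.153% (18.6%) in the trachea and 11.2% (3.19%) in germ cells. The cross-correlation of Golgi transport was 0.921 (0.651), the lag of chitin 0 (0.0201) and the X ratio 18.2 (17.8).

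With no cluster removed as empty, which was run for cell numbers and depth only, 29135 (21130) and 52209 (43911) cells were kept, with a median of 2157 UMIs (3162) and 859 genes (1097) at stages 10-12. DESeq2 changed 13 of 80 results and gives no test of families. Between the stages it called 97 (32) genes higher and 11 (2) lower in the salivary gland, 23 (7) and 8 (3) in germ cells, and 319 (533) lower in the trachea. Against the remaining cells, genes called lower were 366 (649) and 116 (469) in the salivary gland, 1713 (3088) in the trachea at stages 13-16 and 791 (1306) in germ cells at stages 10-12. With no filter beyond 1 UMI, which brings more genes of few UMIs into the test, 14 of 110 results changed. Genes called higher and lower between the stages were 492 (32) and 40 (2) in the salivary gland and 173 (7) and 19 (3) in germ cells. Against the remaining cells, 1021 (649) and 299 (469) were lower in the salivary gland. The vesicle coats of the salivary gland between the stages lay 0.017 (0.24) above all genes and its ribosomal proteins at stages 10-12 1.27 (0.58) above them, while the directions that camera gives turned and neither was called. ATP synthase in the trachea of stages 10-12 gained a call at 0.18 (0.0021).

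The replicate number as a block, in the tests between the stages, changed 8 of 61 results. The salivary gland then had 198 (32) genes called higher and 17 (2) lower and germ cells 155 (7) and 16 (3), and the vesicle coats of the salivary gland turned to -0.057 (0.24), without a call. The replicate numbers are not known to join libraries of different stages. The changes of genes between the stages correlated between the replicate numbers by 0.116 in the salivary gland, -0.100 in the trachea, 0.303 in germ cells and -0.041 in plasmatocytes. No replicate block, that is no term for the library in the tests against the remaining cells, changed 22 of 49 results, since the differences between libraries then enter the spread. Genes called higher and lower in the salivary gland were 248 (692) and 150 (649) at stages 10-12 and 36 (488) and 1 (469) at stages 13-16, and 231 (710) expressed genes were higher in either stage. In the trachea they were 526 (1389) and 589 (1532), and 543 (1561) and 946 (3088). At stages 10-12 and 13-16, 776 (1306) and 946 (1741) genes were lower in germ cells and 1424 (2323) and 1843 (3344) in plasmatocytes. Families lost their calls with hardly changed values: in the trachea of stages 10-12 ribosomal proteins at 0.25 (0.25) and splicing at -0.12 (-0.12), at stages 13-16 splicing at -0.30 (-0.31) and ATP synthase at -0.16 (-0.16), and in germ cells of stages 13-16 ribosomal proteins at -0.23 (-0.20).

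fry in place of camera changed 14 of 30 family results. It leaves the medians relative to all genes as they are and changes the test alone. Calls were lost, with adjusted p values of 0.066 to 0.64, for the vesicle coats of the salivary gland against the remaining cells at 2.44 and 2.02 and its ribosomal proteins at 0.58 and 0.60, for ribosomal proteins of the trachea at 0.25 and 0.37 and its splicing genes at stages 10-12 at -0.12, and in germ cells for the proteasome at 0.59 and 0.81, between the stages at -0.31, and for ribosomal proteins at -0.14 and -0.20. The direction that the test gives turned for ribosomal proteins between the stages in the trachea (0.083) and germ cells (-0.026), which neither test called.

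Ranking by the mean of log-normalized values changed 4 of 12 tallies: 6 of 6 for laminin in hindgut muscle or fat body at stages 10-12 (2), 3 of 6 for laminin in plasmatocytes at stages 13-16 (6), 1 for trol (0) and 2 for Ndg (1). Ranking cell types of at least 50 cells changed none of 12. Thinning every cell to 1000 UMIs brought the share of plasmatocytes with a UMI of an antimicrobial peptide gene to 0.181% (3.07%) at stages 10-12 and 0.625% (10.0%) at stages 13-16; fewer UMIs are seen by construction. Genes expressed in the salivary gland at stages 13-16 numbered 5367 (3546) at a limit of 5% of cells and 1600 at 20%, where the limit itself sets the count.

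The first principal component in place of diffusion distance changed 7 of 10 results of subclusters and pseudotime. Stage 13-16 replicate 2 minus replicate 1 gave -50.8 (-44.2) percentiles in the salivary gland and 34.1 (16.3) in the trachea and turned to 37.6 (-48.4) in germ cells, where stages 13-16 minus stages 10-12 also turned, to 15.0 (-11.4). The cross-correlations were 0.996 (0.651) and 0.987 (0.845), with a lag of chitin of 0 (0.0201). A lower subcluster resolution left 0% (18.6%) of tracheal cells of stage 13-16 replicate 2 with stage 10-12 cells. A higher one left 12.8% (3.19%) of that replicate's germ cells there, gave an X ratio of 18.2 (17.8) and a mark of 1 for btl and Mipp1 (0). A bandwidth of 0.2 gave a cross-correlation of Golgi transport of 0.596 (0.651) with a lag of 0.0402 (0.0151), and a bandwidth of 0.05 changed none of its 4 results.

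Each library was also left out of the tests. This leaves a stage with 1 library, which is taken to vary like the others. Values are given in the order without stage 10-12 replicate 1, without stage 10-12 replicate 2, without stage 13-16 replicate 1 and without stage 13-16 replicate 2, with the value of all libraries in parentheses, for each result that changed. Between the stages, genes called higher in the salivary gland were 0, 0, 404 and 491 (32) and lower 0, 1, 217 and 136 (2). In germ cells they were 162, 0, 59 and 31 (7) and 23, 2, 8 and 5 (3). In the trachea, 201, 409, 571 and 536 (533) were called lower, and in plasmatocytes 618, 823, 768 and 727 (973) higher. Against the remaining cells at stages 10-12, the salivary gland had 214, 165, 844 and 838 (692) genes higher and 231, 288, 891 and 901 (649) lower, the trachea 908, 935, 1043 and 821 (1389) and 867, 1190, 1742 and 2566 (1532), germ cells 726, 625, 588 and 670 (938) and 1294, 729, 1167 and 871 (1306), and plasmatocytes 1148, 1710, 2107 and 1756 (2126) higher. At stages 13-16, the salivary gland had 368, 370, 816 and 127 (488) higher and 171, 166, 1309 and 72 (469) lower, the trachea 2793, 3255, 1994 and 1215 (3088) lower, germ cells 1918, 1826, 505 and 681 (1715) and 2128, 2172, 521 and 613 (1741), and plasmatocytes 2566, 2654, 2551 and 1574 (3344) lower. Expressed genes higher in the salivary gland in either stage numbered 366, 349, 963 and 813 (710). The counts of salivary gland and germ cells between the stages thus moved by over 1.5 times without most libraries. Where 0 were called in both directions in the salivary gland, 470 had an unadjusted p below 0.05.

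For families and genes, the order of left-out libraries is the same and values are on the log2 scale, families relative to all genes. Between the stages in the salivary gland, vesicle coats gave 0.0029, 0.28, 0.89 and -0.92 (0.24) and ribosomal proteins 0.11, 0.25, -0.095 and 0.58 (0.23), and the changes were 0.14, -0.16, 0.0034 and -0.21 (-0.019) for Dr, -0.32, -0.51, 0.12 and -1.63 (-0.42) for fkh and -0.71, -0.46, 0.0018 and -2.0 (-0.59) for sage. In the trachea between the stages, ribosomal proteins gave -0.02, 0.10, -0.42 and 0.46 (0.083), ATP synthase -0.13, -0.056, -0.30 and 0.17 (-0.065) and vesicle coats 0.28, 0.17, 0.38 and 0.017 (0.24). For germ cells between the stages the values were 0.039, -0.23, -0.19 and 0.24 (-0.026) for ribosomal proteins, -0.13, 0.19, 0.0043 and 0.21 (0.18) for ATP synthase and -0.58, -0.20, -0.35 and -0.15 (-0.31) for the proteasome. Against the remaining cells at stages 10-12, ribosomal proteins gave 1.04, 0.86, 0.63 and 0.60 (0.58) in the salivary gland and 0.37, 0.32, 0.24 and 0.23 (0.25) in the trachea, where ATP synthase gave 0.093, 0.066, -0.00046 and -0.011 (0.0021) and splicing -0.01, 0.019, -0.12 and -0.13 (-0.12). At stages 13-16, splicing in the trachea gave -0.29, -0.25, -0.32 and -0.34 (-0.31) and ATP synthase -0.14, -0.10, -0.25 and -0.093 (-0.16), and ribosomal proteins in germ cells -0.21, -0.17, -0.11 and -0.28 (-0.20). The direction of a family is the one that camera gives; in 20 comparisons over all alternatives the median relative to all genes changed its sign while that direction stayed. Among them are ribosomal proteins in germ cells at stages 10-12, at 0.51 without stage 10-12 replicate 2 and 0.22 with no filter beyond 1 UMI, and at stages 13-16, at 0.14 with no such filter.

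Of the single genes named in the text, those of germ cells lost their calls under a mitochondrial limit of 10% (6 genes), and those of germ cells and plasmatocytes, NimB1, NimB3, NimB4 and NimB5 included, and Prx6b in the trachea under a minimum of 1000 UMIs (17 genes). DESeq2 called toe and eyg and did not call Prx6b and CG14756. With no filter beyond 1 UMI, Scr, hkb, toe, eyg and trh gained calls in the salivary gland, 5 genes in all, and with the replicate block Scr, toe and trh did. Without the library term, pio, CG31808, CG33169 and CG46385 lost theirs in the salivary gland of stages 13-16. BobA lost its call in the salivary gland at a higher clustering resolution and in germ cells with all variable genes used, where Scr gained one, CG14756 in germ cells without batch correction, and CG4440 there without batch correction and with no doublets removed. When libraries were left out, 6 single genes lost their call without stage 10-12 replicate 1 (all 5 of the salivary gland, and Osi15 in plasmatocytes) and 10 without stage 10-12 replicate 2 (those of the salivary gland, Prx6b, and 4 of germ cells). Prx6b also lost its call without either stage 13-16 replicate, and CG31808 in the salivary gland of stages 13-16 without replicate 2. Of the transcription factors of Fig. 3E, 7 gained a call without stage 13-16 replicate 1 and 9 without replicate 2, each time as lower at stages 13-16.

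In the simulated data, a log2 change of 2 between the stages was called for 24% of genes in the salivary gland, with a dispersion of 0.124, and 90.5% in plasmatocytes, with one of 0.0496. Depth and dispersion both differ between these, and the part of depth alone was not tested. A low count of calls in the salivary gland therefore does not show that few genes change. Stage 10-12 salivary gland cells number 83, and a gene with no UMI in them can still be present at the level that 3 UMIs give.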

Differences from the paper's values

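The alternatives named in this part were set before the data were examined, and no test in it was chosen after its result was seen. Where the paper called genes in a cell type, its test took cells as replicates, while the tests here took libraries.

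The paper's count of expressed genes higher in the SG than in all other cells is 154; here 710 were called in at least 1 stage. Of 15 alternatives, 14 also differ from the paper's count: 666 under a minimum of 1000 UMIs, 776 with no doublets removed, 807 without batch correction, 710 and 702 at a lower and a higher clustering resolution, 659 with all variable genes, 609 by DESeq2, 561 with no filter beyond 1 UMI, 366 and 349 without stage 10-12 replicate 1 or 2, 963 and 813 without stage 13-16 replicate 1 or 2, and 747 and 624 with expression taken as a UMI in at least 5% or 20% of cells. Without the term for the library the count was 231, within 1.5 times the paper's. With a mitochondrial limit of 10% the SG could not be tested.

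From the tracheal curves the paper left out its tip cells, which came from both stages. The 75 cells left out in the main setting here were all of stages 10-12. For Golgi vesicle transport and tube size in the trachea, the paper's cross-correlation is 0.943 and the one here 0.651. It was within the replicate SD of the paper's with a mitochondrial limit of 10% (0.936), no doublets removed (0.960), no batch correction (0.979) and all variable genes (0.921). It was not under a minimum of 1000 UMIs (0.700), at a lower (0.651) or a higher clustering resolution (0.886), along the first principal component (0.996) or with a bandwidth 2 times (0.596) or 0.5 times as wide (0.664). Within stage 10-12 replicate 1 alone it was 0.948. The paper's lag of the Golgi set after the tube size set is about -0.019 in Fig. 4E, read by eye, and the one here is 0.0151. A lag of 0, within the replicate SD of the paper's, was found with a mitochondrial limit of 10%, no doublets removed, no batch correction, all variable genes and the first principal component. The lag kept the opposite sign under a minimum of 1000 UMIs (0.0201), at a lower (0.010) and a higher clustering resolution (0.0050) and with the wider (0.0402) and narrower bandwidth (0.0050). None of these alternatives gave a negative lag over all libraries; stage 13-16 replicate 2 alone gave -0.0602.

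Other differences concern statements. The paper places the anterior and posterior gut primordium and crystal cells in the early collections; here both were named at both stages, with 1490 and 182 cells at stages 13-16. The name of the 1490 cells is uncertain, since Ance, DNaseII, CG8036, Lfg and Myc among their leading genes are also leading in the gut endoderm of stages 10-12. The gut primordium was not named at stages 13-16 with a mitochondrial limit of 10% or at a lower clustering resolution, while crystal cells were under every alternative. The paper finds Malpighian tubules at both stages and here they were named at stages 13-16 only, but also at stages 10-12 with a mitochondrial limit of 10% (130 cells) and with no doublets removed (196 cells). An unnamed cluster of 164 cells at stages 10-12 has ct, fkh, bru2, w and Gmap among its leading genes, as have the tubules. The posterior midgut primordium, which the paper names in the early collections, was named with no doublets removed (34 cells) and not otherwise. Early plasmatocytes and germ cells form a pair of clusters each in the paper. Plasmatocytes formed 3 here, and 2 with no doublets removed or at a lower clustering resolution; germ cells formed 1 under every alternative.

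In pseudotime, the paper puts tracheal cells of stage 13-16 replicate 2 between those of stages 10-12 and of replicate 1. Here their median lay 16.3 percentiles beyond that of replicate 1, and 14.0 to 40.3 beyond it under the alternatives. For germ cells the paper gives the same order and puts stage 10-12 cells earliest, whereas here replicate 2 came first (12.9, against 44.1 and 52.8 for the stage 10-12 replicates and 61.3 for replicate 1). Under a minimum of 1000 UMIs the order was the paper's, with 6.80 and 8.78 for the stage 10-12 replicates, 33.2 for replicate 2 and 65.8 for replicate 1; with a mitochondrial limit of 10% (57.6) and along the first principal component (77.9) replicate 2 came last. The paper finds its tracheal tip cells at both stages and high in btl and Mipp1. The subcluster highest in btl here held 75 cells of stages 10-12, none of stages 13-16, and was not the one highest in Mipp1. Both stages were in it at a higher subcluster resolution (11 and 23 cells) and under a minimum of 1000 UMIs (31 and 26 cells), the settings in which both genes were highest in it; up to 2 cells of stages 13-16 were in it under the other alternatives.

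The paper finds Dr, among other factors, in the early SG alone. Of the SG cells at stages 13-16, 15.7% had a UMI of Dr (plasmatocytes 10.4%), its level lay above the remaining cells in every library and its log2 change between the stages was -0.02; under a minimum of 1000 UMIs it fell by 0.46, without a call. For Scr, hkb, toe, eyg and trh, which the paper also finds in the early SG alone, the levels fell but edgeR called none of them between the stages. Scr, hkb, toe, eyg and trh were called with no filter beyond 1 UMI, toe and eyg by DESeq2, Scr, toe and trh with the replicate block, and Scr with all variable genes. Without stage 13-16 replicate 1 all 5 were called, and without replicate 2 all but hkb.

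The rankings here use CPM of summed UMIs within each library. The paper's Fig. 6 shows the mean expression of a gene in each cell type, over joined replicates. The paper has wb highest in the esophagus at stages 13-16, which held in 0 of 2 libraries and under no alternative. The cells named as gut primordium were first in both. The cluster named esophagus shares Osi6, Osi7, ImpE2, ImpL1, CG10591 and CG9184 with the leading genes of an epidermis cluster, so its name is uncertain. The paper has trol highest in pharyngeal muscle, which held in 0 of 4 libraries, and in 1 with a mitochondrial limit of 10%, no doublets removed, no batch correction, a lower clustering resolution or the mean of log-normalized values. That name is uncertain at stages 10-12, since Mlc2, Mlc1, Mlp60A and Tm2 also lead a somatic muscle cluster of stages 13-16. Ndg was highest in hindgut muscle or sensory neurons, where the paper has it, in 1 of 4 libraries, and in 4 with no doublets removed or a higher clustering resolution, 3 with no batch correction or all variable genes, and 2 with a mitochondrial limit of 10%, a minimum of 1000 UMIs or the mean of log-normalized values. The yolk, where the paper has Ilp6, was highest in 1 of 4 libraries, in 3 with no doublets removed and in 2 with a mitochondrial limit of 10% or a lower clustering resolution. The paper also reports in situ hybridization with Ilp6 in yolk, which these ranks do not test. The paper detects no transcripts of antimicrobial peptides in plasmatocytes. Here 20 and 169 UMIs were counted at the 2 stages, at 11.9 and 12.5 CPM in the stage 13-16 replicates against 7.44 and 6.51 CPM in the CNS. At stages 10-12 the level was 2.57 and 6.50 CPM against 2.76 and 1.03 CPM. With every cell thinned to 1000 UMIs, the share of cells with a UMI (0.181% and 0.625%) was not above that of the CNS (0.273% and 0.855%), though it rests on 1 and 7 cells.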

Other observations

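The tests of tendon genes, of free RNA in the SG cells of stage 13-16 replicate 1 and of free RNA in the ribosomal subclusters were chosen only after the results were seen; those of older embryos, of younger embryos and of UMIs per cell were set down before theirs were seen, but the comparison of younger embryos with the gap between the stage 10-12 replicates was added after.

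The cluster of stage 10-12 cells led by cuticle genes may hold tendon cells, the apodemes of the paper. In its 101 cells of stage 10-12 replicate 1, all 4 tendon genes lay above the median cell type of the library: sr at 20.6 CPM (median 2.29 CPM), Tsp at 76.4 CPM (12.6 CPM), slow at 16.5 CPM (1.02 CPM) and Lrt at 37.2 CPM (6.31 CPM), with ranks 3, 3, 1 and 4 of 21. These genes were also open to the clustering that made the cluster. Cells of embryos older than the collection window cannot be told apart from this: of the 33 genes that rose in several cell types, 11 (33.3%) stood at or above stage 13-16 epidermis, and their median log2 ratio was -2.75 against that epidermis and 0.78 against the epidermis of the same library. A difference between the stages was not tested. A CNS cluster of stages 10-12 with Rdl, nrv3, Sh, nAChRalpha6 and para among its leading genes held 108 cells of replicate 1 and 13 of replicate 2. The cluster named pharyngeal muscle there held 186 and 48, and a glia cluster with alrm, Gat, Gs2 and Eaat1 held 34 and 26. Whether these cells came from older embryos was not tested.

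SG cells of stage 13-16 replicate 2 lay nearer to the stage 10-12 cells than those of replicate 1. Younger embryos in replicate 2 would bring other cell types nearer as well. Of 19 other cell types, 8 (42.1%) were nearer and the remaining ones further; by more than the gap between the stage 10-12 replicates, 2 were nearer and 3 further. Younger embryos cannot be told apart from other origins on values that go both ways. UMIs per cell cannot be told apart from a difference between the cells. The replicate 2 cells were counted in the subclusters with more stage 10-12 than stage 13-16 cells in proportion. With every cell thinned to 1 number of UMIs, 15 of 67 (22.4%, 95% confidence interval 13.1 to 34.2%) lay there. With all UMIs 28 of 67 did (41.8%, 29.8 to 54.5%), and the intervals overlap. Free RNA in the replicate 1 cells may be a part of it. Of 402 genes called higher in the SG than in the remaining cells at both stages, 378 (94.0%) were lower in replicate 1 than in replicate 2, with a median log2 ratio of -1.13 and 97978 against 437948 CPM in sum, and neuron and muscle genes stood at 96.5% and 17.7% of their level in the removed droplets. A difference in age between the replicates within the collection window stays open.

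The SG and tracheal subclusters with most UMIs of ribosomal proteins were made mostly of stage 13-16 replicate 1 cells. Their cells of that library held 417655 and 448084 CPM, at 101.7% and 71.4% of the level of neuron and muscle genes in the removed droplets. Free RNA alone would raise ribosomal proteins in every subcluster with as much neuron and muscle RNA. Yet 3 subclusters of the same library had as much of it and fewer ribosomal UMIs: an SG subcluster with 27 such cells (121.8% and 320204 CPM) and tracheal ones with 123 (81.1% and 335071 CPM) and 20 (71.9% and 368062 CPM). This argues against free RNA as the whole of the pattern. The age of the embryos was not tested, and with 1 library it cannot be parted from that library.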
